# CD133^+^ endothelial-like stem cells restore neovascularization and promote longevity in progeroid and naturally aged mice

**DOI:** 10.1038/s43587-023-00512-z

**Published:** 2023-11-09

**Authors:** Shimin Sun, Yuan Meng, Mingying Li, Xiaolong Tang, Wenjing Hu, Weiwei Wu, Guo Li, Qiuxiang Pang, Wengong Wang, Baohua Liu

**Keywords:** Ageing, Senescence, Ageing

## Abstract

The stem cell theory of aging dictates that a decline in the number and/or function of stem cells causes tissue degeneration and aging; however, it still lacks unequivocal experimental support. Here, using lineage tracing and single-cell transcriptomics, we identify a population of CD133^+^ bone marrow-derived endothelial-like cells (ELCs) as potential endothelial progenitor cells, which contribute to tubular structures in vitro and neovascularization in vivo. We demonstrate that supplementation with wild-type and young ELCs respectively restores neovascularization and extends lifespan in progeric and naturally aged mice. Mechanistically, we identify an upregulation of farnesyl diphosphate synthase (FDPS) in aged CD133^+^ ELCs—a key enzyme in isoprenoid biosynthesis. Overexpression of FDPS compromises the neovascularization capacity of CD133^+^ ELCs, whereas FDPS inhibition by pamidronate enhances neovascularization, improves health measures and extends lifespan in aged mice. These findings highlight stem cell-based strategies for the treatment of progeria and age-related pathologies.

## Abstract (web summary)

Sun et al. identify a stem cell population of CD133^+^ endothelial-like cells (ELCs) that contribute to neovascularization. ELCs become dysfunctional with age, but ELC supplementation or pamidronate treatment to counter ELC aging promotes longevity.

## Main

Tissue degeneration is a typical characteristic of aging^1^. A small population of stem cells or progenitors that reside in specific tissues, called tissue stem cells (TSCs), are capable of self-renewal and differentiation into tissue-specific cells, thus maintaining tissue homeostasis^2^. The hematopoietic system is one representative of high-turnover tissues with a high demand on TSCs, that is, hematopoietic stem cells (HSCs); a single HSC can repopulate the whole blood system^3,4^. Mesenchymal stem cells (MSCs) and endothelial progenitor cells (EPCs) are two other prominent types of TSC in adult bone marrow (BM)^5^. While MSCs can be easily expanded in vitro and show great clinical application potential^6,7^, the nomenclature and origination of EPCs are still hotly debated^8–10^. Asahara et al. first determined the existence of human peripheral blood endothelial progenitor cells^11^, which promote vascular regeneration^12^. Upon endothelium injury, cytokines and growth factors, such as VEGF, SDF-1, G-CSF and estrogen, mobilize EPCs from the BM to the peripheral circulation, which then seed at the injury sites and mediate neovascularization^8,13^. Typical EPC enrichment usually requires 1–4 weeks of in vitro culture. According to the culture time, two main types of EPC can be obtained: myeloid angiogenic cells (MACs) require a 4–7-day culture, while endothelial colony-forming cells (ECFCs) emerge after 14–21 days of culture^14^. MACs are less proliferative and express high levels of CD14, MAC-1 and CD11c, which also mark monocyte/macrophages, but express low levels of endothelial marker VE-cadherin (CDH5) and stem-cell markers CD133 and c-Kit^15^. Contrastingly, ECFCs are highly proliferative and positive for CD34, CD105, CD146, CD31 and VE-cadherin^10^. Both MACs and ECFCs are present in humans, while only MACs are reported in mice. Though being extensively studied for more than two decades, the in vivo evidence of EPCs is still scarce.

Accumulating evidence suggests that a decline in the function and/or number of TSCs is responsible for the reduced regeneration capacity seen in aging and age-related diseases^16–22^. The function and/or number of HSCs and MSCs, in particular, decline with aging^23,24^. In a mouse model resembling Hutchinson–Gilford progeria syndrome (HGPS), which is predominantly caused by *LMNA* mutations, there is a prominent and premature depletion of MSCs, HSCs, hair follicle stem cells and muscle stem cells^25–28^. An age-related decline in the number and function of EPCs is also evidenced, which could be the main reason for the reduced vascular endothelium (VE)-repair capacity^9,29,30^. However, fundamental questions remain. It is still unclear whether TSC decline, depletion or malfunction is a cause, rather than a consequence, of aging, and whether replenishment with healthy and young TSCs could rejuvenate aged tissues/organs and promote longevity. Recently, we and others have shown that VE dysfunction causes systemic aging in mice^31–33^, raising the question of whether EPC decline, if any, causally accelerates aging.

In this Article, we aimed to clarify the origin and identity of potential EPCs and test the hypothesis that declines in EPCs drive aging. By lineage tracing with various genetic modifying strategies, single-cell transcriptomics and functional analyses, we revealed that CD133 labels potential EPCs in the BM, namely endothelial-like cells (ELCs). Both premature and physiological aging declined the function of CD133^+^ ELCs, and the replenishment with young and healthy ELCs rejuvenated aged blood vessels and promoted longevity in mice.

## Results

### BMNCs differentiate into ECs in distant organs

Given that endothelial and hematopoietic cells share the same origin, hemangioblasts^34^, we reasoned that EPCs might originate from the BM. To test this hypothesis, we employed a lineage-tracing strategy (Fig. 1a): The bone marrow mononuclear cells (BMNCs) from ROSA^mT/mG^ mice, which harbor a tdTomato and enhanced green fluorescent protein (EGFP) expression cassette, were transplanted into C57BL/6 recipient mice irradiated with a lethal dose of X-rays (9 Gy). X-ray irradiation introduced substantial amount of DNA damage, as indicated by γH2AX fluorescence staining (Extended Data Fig. 1a). The recipient mice were allowed to recover for 4 weeks and then subjected to unilateral femoral artery ligation (FAL) to stimulate neovascularization. After 3 weeks, the mice were killed for further investigation. The degree of BM repopulation was up to 80%, and that of the peripheral blood repopulation was close to 50% (Fig. 1b and Extended Data Fig. 2).

**Fig. 1:**
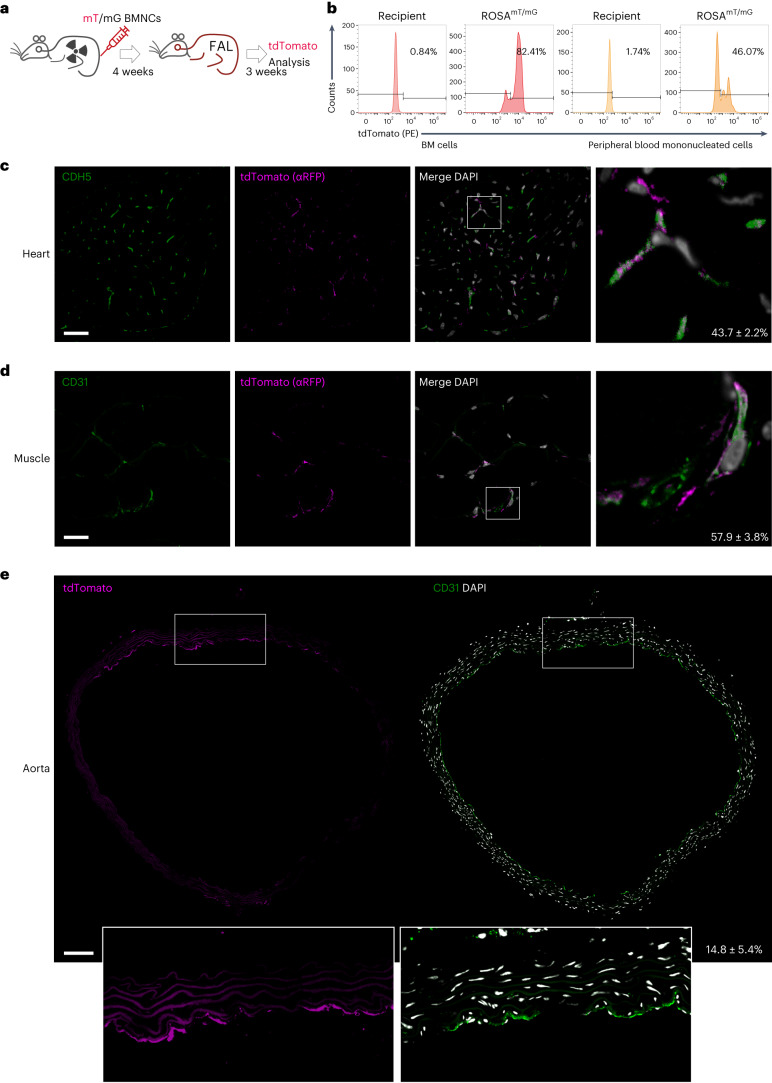
BMNCs differentiate into ECs in distant organs. **a**, Schematic of lineage-tracing strategy: recipient mice were irradiated with X-rays and transplanted with BMNCs from ROSA^mT/mG^ mice; 4 weeks after bone marrow transplantation (BMT), the recipient mice were subjected to unilateral FAL. Three weeks after FAL, the mice were killed for investigation: analysis of tdTomato^+^ endothelial cells (ECs). **b**, BM reconstitution rate determined by FACS of BM and peripheral blood cells. **c**, Representative fluorescence images showing donor-derived CDH5^+^ and tdTomato^+^ (anti-RFP) ECs in heart tissues. Scale bar, 20 µm. **d**, Representative fluorescence images showing donor-derived CD31^+^ and tdTomato^+^ (anti-RFP) ECs in muscle tissues. Scale bar, 20 µm. **e**, Representative fluorescence images showing donor-derived CD31^+^ and tdTomato^+^ ECs in adjacent aorta tissue sections. Scale bar, 100 µm. Five mice were analyzed. Data represent the mean ± s.e.m. Pseudocolor scheme used in immunofluorescent images: white represents the nucleus stain (DAPI), and magenta represents red signal (tdTomato live signal or labeled with Alexa Fluor 594-conjugated anti-RFP antibodies). Source Data

We examined whether the donor-derived BMNCs could differentiate into ECs using immunofluorescent microscopic examination of anti-tdTomato and anti-CDH5 or anti-CD31 double staining. As shown, a substantial number of tdTomato^+^ cells were concomitantly positive for CDH5 or CD31 staining in heart and muscle tissues in bone-marrow-transplanted (BMTed) mice (Fig. 1c,d). Of note, irradiation enhanced the turnover rate of endothelial cells in heart and muscle tissues (Extended Data Fig. 1b). More interestingly, approximately 43.7 ± 2.2% of CDH5^+^ cells in the heart were positive for tdTomato, indicating their donor BMNC origin, and similarly 57.9 ± 3.8% of CD31^+^ cells in muscle tissues originated from donor BMNCs. Paralleled imaging of tdTomato live and anti-CD31 staining fluorescence signals in adjacent aorta tissue sections revealed that a large proportion of CD31^+^ ECs was derived from ROSA^mT/mG^ BMNCs (Fig. 1e). Conversely, donor-derived cells were barely detectable in the livers, lungs and kidneys (Supplementary Fig. 1). To exclude the possibility that the colocalized fluorescence signal was an artifact of image processing of two adjacent cells respectively positive for tdTomato or CD31, we performed multiple-layer image acquisition and 3D construction. The colocalized tdTomato (indicated by anti-red fluorescence protein (RFP) staining) and anti-CD31/CDH5 signals were observed at individual cell level of both heart and muscle tissues, but such colocalization was barely observed in the liver and kidney tissues (Extended Data Fig. 3 and Supplementary Videos 1–4). We also used flow cytometry to detect the donor-derived ECs in the heart tissues of BMTed mice at single-cell resolution. Approximately 30% of ECs were labeled with tdTomato (Extended Data Fig. 4a,b), indicating their BMNC origin.

To affirm that BM-derived EPCs can differentiate into ECs in distant organs, we used another independent lineage-tracing mouse model: H11-mG/mR mice, which harbor a CAG–LoxP–ZsGFP–Stop–LoxP–tdTomato cassette. BMNCs from H11-mG/mR mice were transplanted into C57BL/6 recipient mice irradiated with a lethal dose of X-rays. The recipient mice were allowed to recover for 4 weeks followed by unilateral FAL. After 3 weeks, mice were killed for investigation (Extended Data Fig. 4c). We found that approximately 22% of ECs in the heart tissues were labeled with green fluorescent protein (GFP) (Extended Data Fig. 4d,e). Anti-CD31 immunofluorescence staining in thoracic aorta sections revealed that a substantial number of ECs were differentiated from ZsGFP-labeled BMNCs (Extended Data Fig. 4f).

Next, we generated a recombinant adeno-associated virus serotype 1 (rAAV1) with a synthetic *ICAM2* promoter which drives vascular endothelial-specific expression of Cre. The rAAV1–ICAM2–cre particles were injected into the ROSA^mT/mG^ BMTed mice via tail vein with a dose of 1 × 10^11^ vector genomes/200 μl per mouse. After 4 weeks, mice were euthanized, and tissues were collected for FACS analysis (Supplementary Fig. 2a). If BMTed BMNCs can differentiate into ECs, tdTomato-labeled, GFP-labeled (under the action of Cre recombinase for long period of time) and both tdTomato- and GFP-labeled cells would be observed. The results showed that, of fluorescence-labeled cells in the heart tissues, about 21% expressed tdTomato only, labeling donor BMNCs, which had not differentiated into ECs, ~6% were positive for both tdTomato and GFP, representing the donor cells that were undergoing differentiation, and more than 70% cells were labeled with GFP only, indicating ECs differentiated from BMTed BMNCs (Supplementary Fig. 2b). In contrast, the GFP signal was barely detectable in the other tissues (Supplementary Fig. 2c). GFP^+^ cells were also detected in the heart tissues using immunofluorescence microscopy (Supplementary Fig. 2d)

Further, we crossed the H11-mG/mR mice with an inducible Cdh5–cre/ERT mouse line to generate mG/mR;Cdh5–cre mice, whereby the expression of Cre is driven by the promoter of endothelial-specific *Cdh5* gene in the presence of tamoxifen. BMNCs were collected from mG/mR;Cdh5–cre mice and transplanted into C57BL/6N mice irradiated with a lethal dose of X-rays. After 4 weeks’ recovery, recipient mice were subjected to unilateral FAL. Three weeks later, BMTed mice were intraperitoneally injected with tamoxifen (70 mg kg^−1^ per day) for 5 days. Seven days later, the mice were euthanized, and tissues were collected for flow cytometry analysis (Extended Data Fig. 5a). If the ZsGFP-labeled BMNCs can differentiate into ECs, under the action of Cre induced by tamoxifen, they would express tdTomato with or without GFP. Of all fluorescence-labeled cells in heart tissues, about 56% of them carried tdTomato only, representing ECs differentiated from BMTed BMNCs, and 15% carried both GFP and tdTomato, which, most likely, were differentiating or had just differentiated into ECs (Extended Data Fig. 5b,c). In contrast, tdTomato-positive cells were hardly detectable in liver, kidney and muscle tissues. We also prepared frozen sections and examined the cells expressing tdTomato using immunofluorescence microscopy (Extended Data Fig. 5d).

In addition to direct differentiation, the fusion of local recipient ECs with donor cells, passive diffusion of fluorescence proteins to adjacent cells, and trans-differentiation of macrophages to ECs may cause the observed results. To exclude such possibilities, we first employed the Tie2–cre mouse line as recipients for BM reconstitution with ROSA^mT/mG^ BMNCs (Supplementary Fig. 3a). If fusion had taken place, Cre recombinase originating from the recipient ECs would have worked with the ROSA^mT/mG^ locus in the donor BMNCs and activated EGFP expression; if passive diffusion of tdTomato had occurred, it would be detected in Cre-positive ECs. While tdTomato^+^ ECs were frequently observed in heart, muscle and aorta tissues, EGFP^+^ ECs were scarce (Supplementary Fig. 3b–d). Notably, tdTomato^+^ cells lacked Cre staining (Supplementary Fig. 3d). Lastly, we performed F4/80 staining to check whether the observed tdTomato^+^ ECs were macrophages. Though we observed F4/80 and tdTomato double-positive ECs, they were at a low frequency (Extended Data Fig. 6). Together, all these data suggest that potential EPCs reside in the BM and can differentiate into ECs in distant organs of the BMTed model to maintain endothelial homeostasis.

### CD133 marks potential EPCs in mouse BM

Having shown the EC differentiation potential of BMNCs, we sought to further enrich the EPC subpopulation. We reasoned that EPCs should be more closely related to ECs in the BM. To test the hypothesis, we first employed the single-cell RNA sequencing data from two studies describing whole mouse BMNCs and BM niche CDH5^+^ cells, named ECs^35,36^. BMNCs were re-clustered according to marker-gene expression (Extended Data Fig. 7a and Supplementary Table 1). The two datasets were integrated after batch effects were removed. Interestingly, a pseudo-time analysis of all cells revealed that BMNC clusters SC_1, SC_2 and SC_3, which were predicted to have stem cell/progenitor properties, were closely related to ECs (Fig. 2a and Extended Data Fig. 7b). Further pseudo-time analyses revealed that SC_2 had more progenitor properties and was predicted to differentiate into SC_1 or SC_3 (Extended Data Fig. 7c), and SC_2 most likely represented EPCs that reside upstream of ECs (Fig. 2b).

**Fig. 2:**
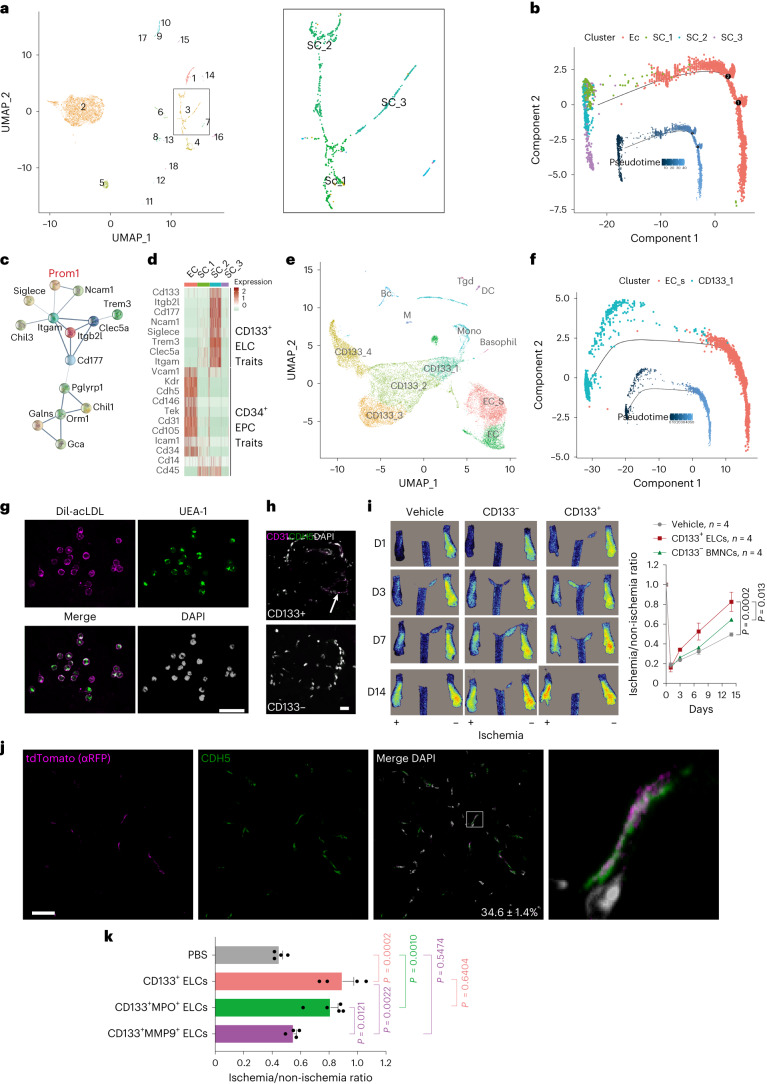
CD133-marked ELCs implicate angiogenic potential. **a**, Pseudo-time analysis of single-cell transcriptomics of whole mouse BMNCs and CDH5^+^ BM niche ECs. Numbers represent proximity on pseudo-timeline rather than chronological order. Note that ECs (cluster 2) are more closely related to cluster 3, which is further divided into subclusters SC_1, SC_2 and SC_3. **b**, Pseudo-timeline analysis shows evolutionary trends for clusters EC, SC_1, SC_2 and SC_3, of which clusters EC and SC_2 are more closely related. **c**, Most enriched pathways of genes with unique expression in cluster SC_2 relative to other clusters of BMNCs (Extended Data Fig. 7d). Note the enriched cell surface proteins. **d**, Heatmap analysis of genes revealed in **c** and genes used to identify EPCs in the literature, namely CD34^+^ EPC traits across SC_1, 2 and 3, and ECs. **e**, Uniform Manifold Approximation and Projection (UMAP) visualization of single-cell transcriptomes of CD133^+^ ELCs, whole mouse BMNCs and CDH5^+^ BM niche ECs. CD133^+^ ELCs were clustered into CD133_1‒4. Three mice were included for analyses. **f**, Pseudo-time analysis of EC subcluster EC_S and ELC subcluster CD133_1. **g**, CD133^+^ ELCs labeled with the Dil-conjugated acetylated low-density lipoproteins (Dil-acLDL) and UEA-1. Three mice were examined. Scale bar, 50 µm. **h**, Ex vivo Matrigel plug assay showing tubular-like structure with CD31^+^Cdh5^+^ cells, which was not observed in CD133^‒^ BMNC plugs. Scale bar, 20 µm. The arrow indicates a tubular-like structure. All images are representative for three animals in each group and two implants per mouse. **i**, Representative microcirculation images (left) and quantification of blood flow recovery (right) following hind limb ischemia in mice treated with CD133^+^ ELCs, CD133^‒^ BMNCs or without ELCs/BMNCs. *n* = 4 mice per group. D, experimental day. *P* value calculated by two-way ANOVA. **j**, Representative fluorescence images showing CDH5^+^ ECs and tdTomato^+^ (anti-RFP) donor-derived cells in muscle tissue. Four mice were examined. Scale bar, 20 µm. **k**, Blood flow recovery rate on day 14 after the hind limb ischemia in mice treated with CD133^+^, CD133^+^MPO^+^, CD133^+^MMP9^+^ BMNCs or PBS (*n* = 4, 4, 5 and 4, respectively). *P* value calculated by Tukey’s multiple comparisons one-sided one-way ANOVA test. Data represent the mean ± s.e.m. Pseudocolor scheme used in immunofluorescent images: white represents the nucleus stain (DAPI), and magenta represents red signal (tdTomato (RFP)/CD31 labeled with Alexa Fluor 594-conjugated antibodies or Dil-acLDL). Source Data

We next examined the transcriptomes of the three clusters and other populations in the BM to identify putative molecular signature(s) for cluster SC_2. Interestingly, a group of cell-membrane-associated components marked the cluster SC_2, of which CD133 encoded by the *Prom1* gene was the most prominent (Fig. 2c and Extended Data Fig. 7d). We referred to this putative marker set as CD133^+^ cell traits and compared its expression with reported EPC markers: CD45, CD14 and CD31 for MACs; CD105, CD14 and CD31 for ECFCs; VCAM1, ICAM1 and KDR for ECs; and CD34, collectively named CD34^+^ EPC traits. Along with the pseudo-timeline (Fig. 2b), the CD133^+^ cell traits were predominantly expressed in SC_2, sharply declined in SC_1, and almost disappeared in ECs (Fig. 2d). Of CD34^+^ EPC traits, CD14 expression was highest in SC_2, then SC_1, and lowest in ECs. All the others were highly expressed in ECs, with certain extent expression of CD34 and ICAM1 in SC_1 and barely any in SC_2. We reasoned that CD133 might label the early stages of putative EPCs, referred to as CD133^+^ ELCs.

We thus applied fluorescence-activated cell sorting (FACS) to enrich CD133^+^ BMNCs from three C57BL/6N mice. 

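The CD133+ ELCs are taken here to be the control library of the deposited data, which holds CD133+ bone marrow cells sorted from 3 pooled mice and has an age of 3 months in its label. In such a library each captured mRNA molecule receives a unique molecular identifier (UMI), so that PCR copies of a molecule are counted once. The authors aligned the reads with STAR, counted UMIs per gene and cell with Cell Ranger and deposited the counts without normalization. The library held 108985799 UMIs in 10869 cells, with a median of 9560 UMIs and 1947 genes per cell. No cell had fewer than 200 genes, and 15 cells had more than 20% of their UMIs from mitochondrial genes. These 15 cells and the cells with a UMI count below the 5th or above the 95th percentile were left out, following the paper's methods. This kept 9780 cells with between 3423 and 18081 UMIs each and 95980225 UMIs together. Levels are given as UMIs of a gene per 1000000 UMIs of the same cells (CPM), with exact 95% Poisson intervals that cover counting error only. A group of 76 cells (0.777%) was set aside, because all 7 markers of monocytes tried were at least 10 times higher there than in the other cells. This group also held 79.3% of the UMIs of 6 basophil and mast cell markers. The limits for setting a group aside (at least 3 markers with at least 10 CPM and a 10-fold difference) were fixed after the groups had been seen. The other cells were split into 4 clusters by *k* means on 20 principal components of the 2000 most variable genes. In total 223 genes, among them *Prom1*, *Mpo* and *Mmp9*, were held out of this step, so that their levels did not define the clusters. Clusters were numbered by falling *Elane* and were not matched to the paper's numbering. Doublets were not removed, since the methods name no such step, and the automatic threshold of Scrublet marked 2 cells (0.0184%), too few for a working call. With 1 library the spread between mice cannot be measured, and no test between cells was made.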

To experimentally validate the properties of the CD133^+^ ELCs, we did 10x Genomics single-cell RNA sequencing, and after quality filtering, 10,869 cells were recovered. By employing the *k* means clustering algorithm, the CD133^+^ ELCs were further clustered into four groups: CD133_1, CD133_2, CD133_3 and CD133_4 (Fig. 2e and Extended Data Fig. 7e,f). 

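In the control library, cluster 1 held 1141 cells with a median of 13518 UMIs per cell and was led by *Fkbp11*, *Ccnd2* and *Ctsg*. It was named promyelocyte-like from the markers *Elane*, *Prtn3* and *Ctsg*, which had 23474, 9047 and 4836 CPM there. Cluster 2 held 1812 cells with a median of 12433.5 UMIs and had *Elane* at 11658 CPM. Among genes with at least 10 CPM none was more than 2.30 times as high in cluster 2 as in the other clusters together, and it was given no cell type. Cluster 3 held 4639 cells with a median of 9757 UMIs, was led by *Cdkn1a*, *Nusap1* and *Fam64a*, and was given no cell type either. Cluster 4 held 2112 cells with a median of 5918 UMIs and was named maturing-neutrophil-like from *Mmp8* at 226 CPM and *Retnlg* at 1989 CPM. The leading genes were picked by comparing these same clusters, and the other genes of this description were used to number or name them. Their levels are therefore not results. *Cdkn1a* was held out of the clustering and had 10.3 CPM in cluster 3, close to the minimum of 10 CPM. Because the clusters were rebuilt from the counts, their cells can differ from those of the clusters in the paper.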

Interestingly, while *Prom1* was ubiquitously expressed in all four subclusters, *Mpo* gene encoding myeloperoxidase was mainly expressed in cluster CD133_1 and *Mmp9* was mainly expressed in cluster CD133_4 (Fig. 2e and Supplementary Fig. 4). 

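*Mpo* (ENSMUSG00000009350) lies on chromosome 11 of the mouse genome build GRCm38 from 87793581 to 87804413, with the antisense gene *Gm11505* on its other strand. It had 8295 CPM (95% interval 8249 to 8342) in cluster 1 of the control library, 2326 CPM in cluster 2, 389 CPM in cluster 3 and 422 CPM in cluster 4. Of the 195625 *Mpo* UMIs in the clusters, cluster 1 held 62.4% (exact binomial interval 62.2 to 62.6), cluster 2 held 25.6%, cluster 3 held 9.16% and cluster 4 held 2.82%. The share in the cluster with the highest *Elane* moved most with Leiden graph clusters at resolution 0.3 in place of *k* means, to 4.81%. A share also depends on how many cells the cluster holds, so 4.81% alone does not show that *Mpo* is less concentrated. *Mmp9* (ENSMUSG00000017737) lies on chromosome 2 from 164940780 to 164955850, and no other annotated gene overlaps it. It had 12.2 CPM in cluster 1, 12.7 CPM in cluster 2, 31.9 CPM in cluster 3 and 253 CPM (245 to 262) in cluster 4. Cluster 4 held 63.2% (61.9 to 64.5) of the 5230 *Mmp9* UMIs and cluster 3 held 28.1%. *Prom1* (ENSMUSG00000029086), the gene of CD133, lies on chromosome 5 from 43993620 to 44102032 and overlaps *Gm42716* on the same strand and *Gm16401* on the other. It had 72.4 CPM in cluster 1 from 1065 UMIs, 68.2 CPM in cluster 2 from 1470 UMIs, 44.8 CPM in cluster 3 from 2066 UMIs and 33.0 CPM in cluster 4 from 430 UMIs. The highest of these levels was 2.20 times the lowest (1.96 to 2.46), and 4.32 times with the Leiden clusters. At least 1 *Prom1* UMI was found in 56.9% of the cells of cluster 1, 52.6% of cluster 2, 34.7% of cluster 3 and 17.6% of cluster 4. With every cell thinned to 3000 UMIs, which left out 0 cells, these shares were 19.7% (17.4 to 22.1), 18.9%, 12.9% (12.0 to 13.9) and 9.61% (8.39 to 10.9). In the 76 cells set aside, with a median of 6907 UMIs, the share was 18.4% before thinning and 6.58% (2.17 to 14.7) after it. With so few cells set aside, clusters 3 and 4 could not be told from them by the thinned shares. The paper uses the contrast between *Mpo* and *Mmp9* to tell CD133_1 from CD133_4, and later takes CD133+MPO+ cells to represent CD133_1. At least 1 *Mpo* UMI was found in 100%, 99.9%, 96.3% and 91.1% of the cells of clusters 1 to 4. With cells thinned to 3000 UMIs these shares were 99.8%, 93.9%, 68.4% and 71.0%. *Mpo* RNA thus differed between the clusters in level, while most cells of every cluster held some. The MPO protein was not measured here.

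**Figure D1:**
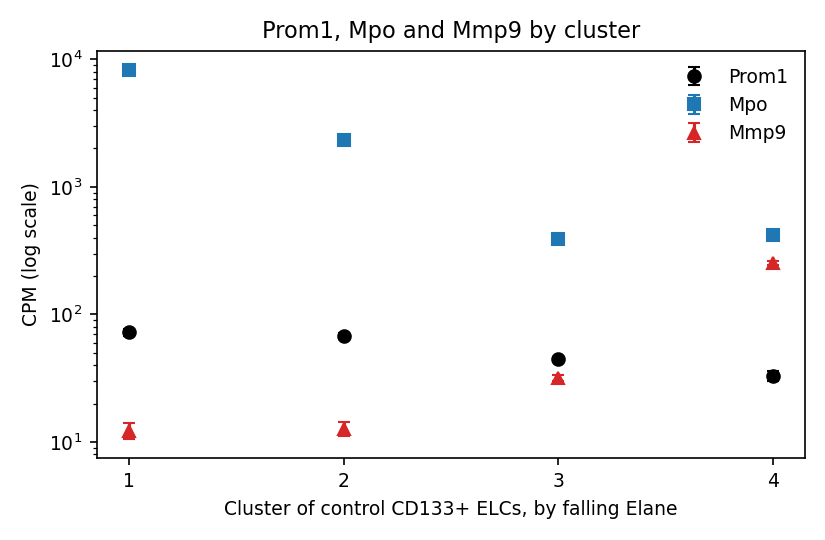
Level of *Prom1*, *Mpo* and *Mmp9* in the 4 clusters of the control library, in CPM on a log scale, with exact 95% Poisson intervals for counting error. *Mpo* is highest in cluster 1 at 8295 CPM, *Mmp9* in cluster 4 at 253 CPM, and *Prom1* lies between 33.0 and 72.4 CPM.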

In the pseudo-time axis, cluster CD133_1 was more strongly associated with ECs (Fig. 2f and Extended Data Fig. 7g).

We further investigated the functional properties of CD133^+^ ELCs. EPCs are known to take up low-density lipoproteins (LDLs) and *Ulex europaeus* agglutinin 1 (UEA-1)^11^. More than 95% of freshly FACS-isolated CD133^+^ ELCs were positive for Dil-acLDL and UEA-1 (Fig. 2g), indicating their endothelial potential. To study the potential of CD133^+^ ELCs in neovascularization, we conducted ex vivo Matrigel plug assay, and CD133^+^ ELC plugs showed tubular-like structures with CD31^+^Cdh5^+^ cells, which were not observed in CD133^‒^ BMNC plugs (Fig. 2h). We then enriched the CD133^+^ ELCs and CD133^‒^ BMNCs from ROSA^mT/mG^ mice using magnet-activated cell sorting (MACS) and intravenously injected them into mice given FAL via the tail vein. Dynamic microcirculation imaging system analysis showed the blood flow recovery rate on day 14 was significantly enhanced from 50% to almost 85% after CD133^+^ ELC supplementation, but that was only 65% after CD133^‒^ BMNC treatment (Fig. 2i). Donor-derived tdTomato-expressing ECs were frequently observed at injury sites, and about 34.6 ± 1.4% CD31^+^ cells were positive for tdTomato (Fig. 2j). Of particular note, mice treated with CD133^+^ ELCs and CD133^+^MPO^+^ ELCs that represent cluster CD133_1 showed comparable blood flow recovery rate on day 14 after FAL (Fig. 2k). The treatment with CD133^+^MMP9^+^ ELCs that represent CD133_4 barely restored the blood flow. Collectively, these data suggest that the CD133^+^ ELCs in the BM, mainly represented by a CD133^+^MPO^+^ subcluster, promote neovascularization.

### CD133^+^ ELCs ameliorate features of premature aging in mice

Endothelial dysfunction accelerates aging and shortens the lifespan of a mouse model resembling HGPS: *Lmna*^f/f^;TC mice^33^. We hypothesized that endothelial dysfunction is attributable to the defects in EPCs, and the replenishment of EPCs might extend the model’s lifespan. To test these hypotheses, we first analyzed the number of CD133^+^ ELCs in *Lmna*^G609G/+^ and wild-type (WT) control mice by FACS. The number of CD133^+^ ELCs was significantly increased in *Lmna*^G609G/+^ mice compared with that in control mice (Fig. 3a and Extended Data Fig. 8). Next, we enriched the CD133^+^ ELCs and studied their function in blood vessel regeneration in a FAL model. The neovascularization capacity of CD133^+^ ELCs from the global HGPS model, *Lmna*^G609G/G609G^ mice^33^, was compromised by roughly 30% compared with the controls (Fig. 3b), suggesting there was a functional decline in *Lmna*^G609G/G609G^ CD133^+^ ELCs. We then explored if replenishing CD133^+^ ELCs could rescue neovascularization in *Lmna*^f/f^;TC mice. Indeed, on-site injection of CD133^+^ ELCs isolated from ROSA^mT/mG^ mice completely restored the defective neovascularization in *Lmna*^f/f^;TC mice (Fig. 3c).

**Fig. 3:**
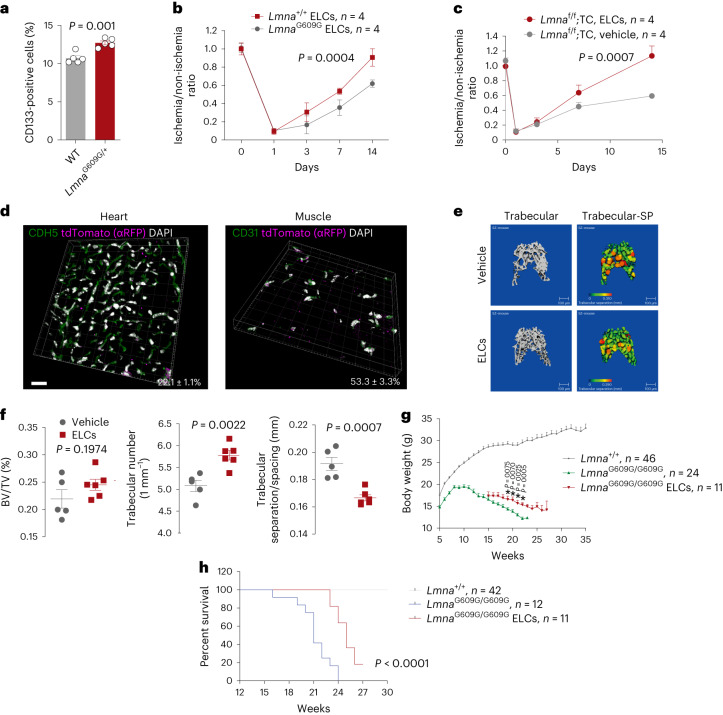
Rejuvenation of CD133^+^ ELCs ameliorates aging and extends lifespan of progeria mice. **a**, Percentage of CD133^+^ ELCs in total BMNCs isolated from *Lmna*^G609G/+^ mice (*n* = 5) and WT mice (*n* = 5). *P* value calculated by one-sided Student’s *t*-test. **b**, Blood flow recovery rate of *Lmna*^+/+^ CD133^+^ ELC- and *Lmna*^G609G/G609G^ CD133^+^ ELC-treated WT C57BL/N mice given FAL surgery. *P* value calculated by two-way ANOVA. **c**, Blood flow recovery rate of *Lmna*^+/+^ CD133^+^ ELC- and vehicle-treated *Lmna*^f/f^;TC mice given FAL surgery. *P* value calculated by two-way ANOVA. **d**, Representative fluorescence images showing CDH5^+^ ECs and tdTomato (RFP)^+^ donor-derived cells in heart tissues, and CD31^+^ ECs and RFP^+^ donor-derived cells in muscle tissues. Three mice were examined. **e**,**f**, Representative 3D reconstruction images of the trabecular bone determined by micro-CT (**e**), and quantitative analysis (**f**) of BV/TV, trabecular number and trabecular SP of *Lmna*^G609G/G609G^ mice treated with WT ELCs (*n* = 5) or vehicle (*n* = 8). *P* value calculated by one-sided Student’s *t*-test. **g**, Body weight of ELC-treated and untreated *Lmna*^G609G/G609G^ and *Lmna*^+/+^ mice. *P* value calculated by one-sided multiple *t*-test. **h**, Lifespan of ELC-treated and untreated *Lmna*^G609G/G609G^ and *Lmna*^+/+^ mice. Scale bar, 20 µm. Data represent the mean ± s.e.m. log-rank (Mantel–Cox) test was used for survival analyses. Pseudocolor scheme used in immunofluorescent images: white represents the nucleus stain (DAPI), and magenta represents red signal (tdTomato (RFP) labeled with Alexa Fluor 594-conjugated antibodies). Source Data

*Lmna*^G609G/G609G^ mice start to develop features of aging at 2 months of age and die 4‒6 months after birth^37^. We next questioned whether young and healthy CD133^+^ ELCs can rejuvenate aged blood vessels and ameliorate premature aging in progeria mice. To test these hypotheses, we enriched CD133^+^ ELCs from 3-month-old and healthy ROSA^mT/mG^ mice by MACS. Then, 1 × 10^6^ CD133^+^ ELCs were injected into *Lmna*^G609G/G609G^ mice via the tail vein, starting from 3 months of age (before the earliest death event) and every week for 1 month. Donor-derived tdTomato^+^ ECs were detected in the heart and muscle by fluorescence microscopy but were not seen in the aorta (Fig. 3d). More importantly, the trabecular number was significantly increased and trabecular separation/spacing was significantly decreased following the EPC replenishment in *Lmna*^G609G/G609G^ mice (Fig. 3e,f). Premature body weight loss was also attenuated by EPC therapy (Fig. 3g). Most importantly, the median lifespan of progeria mice was extended by almost 20% (from 21 to 25 weeks) (Fig. 3h). Together, these data suggest that CD133^+^ ELCs promote neovascularization and extend the lifespan of the premature aging murine model.

### CD133^+^ ELCs rejuvenate aged blood vessels and promote longevity

Vascular aging/dysfunction is a hallmark of aging; however, its causal roles still lack experimental support. Interestingly, while the number of CD133^+^ ELCs was not much changed in the older mice (27 months old, O) compared with the young mice (3 months old, Y) (Fig. 4a), the neovascularization capacity of ELCs (O) was significantly jeopardized compared with that of ELCs (Y) (Fig. 4b). The number of CD31^+^ ECs was substantially decreased in the hearts and muscles of old compared with young mice (Fig. 4c). We then investigated whether replenishing CD133^+^ ELCs enhances neovascularization capacity. To that end, 1 × 10^6^ ELCs enriched from 3-month-old ROSA^mT/mG^ mice were injected via the tail vein into 18-month-old mice every other week. Eight months after ELC replenishment, the capillary density (CD31^+^ ECs) of the gastrocnemius muscle had significantly increased, from 234.5 ± 9.9 mm^−^^2^ to 393.3 ± 14.8 mm^−^^2^ (*P* < 0.05), the latter of which is comparable to that of young mice (3 months old, 409.9 ± 13.1 mm^−^^2^). Correspondingly, the capillary density (CDH5^+^ ECs) in the heart also significantly increased after ELC treatment, from 2,051.5 ± 42.6 mm^−^^2^ to 2,532.9 ± 157.4 mm^−^^2^ (*P* < 0.05), which is again similar to that of young mice (3 months old, 2,570.3 ± 101.6 mm^−^^2^). Of particular interest, we consistently observed tdTomato^+^ cells in the heart and muscle tissues 8 months after the first injection of ELCs (Fig. 4d,e, Supplementary Fig. 5 and Supplementary Videos 5 and 6).

**Fig. 4:**
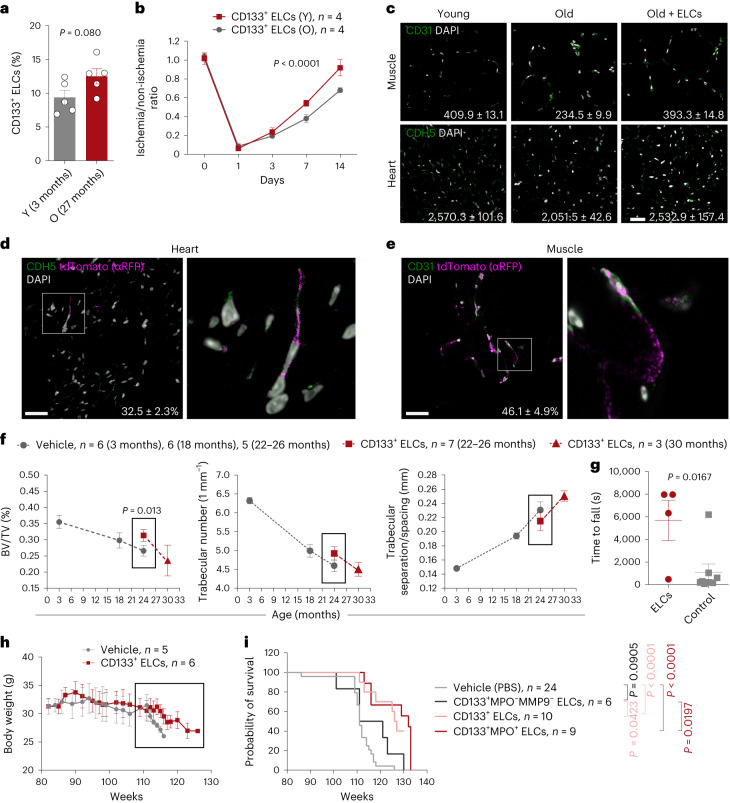
CD133^+^ ELC rejuvenation ameliorates aging and extends lifespan in physiologically aged mice. **a**, Percentage of CD133^+^ ELCs in total BMNCs isolated from young (3-month-old, Y) and old (27-month-old, O) mice (*n* = 5). *P* value calculated by one-sided Student’s *t*-test. **b**, Blood flow recovery rate of young (Y, 3-month-old) and old (O, 27-month-old) CD133^+^ ELC-treated WT C57BL/N mice given FAL surgery. *P* value calculated by two-way ANOVA. **c**, Representative fluorescence images showing CDH5^+^ ECs (heart) and CD31^+^ ECs (muscle) in young (4-month-old, *n* = 3) and old (26-month-old, *n* = 3) mice treated or untreated (*n* = 3) with ELCs isolated from young (3-month-old) mice. Capillary density (capillaries mm^−^^2^) is shown. **d**, Representative images showing CD31^+^ ECs and tdTomato (RFP)^+^ donor-derived cells in heart tissues. Three mice were examined. **e**, Representative images showing CD31^+^ ECs and tdTomato (RFP)^+^ donor-derived cells in muscle tissues. Three mice were examined. **f**, Micro-CT data of femurs isolated from mice at various ages treated with CD133^+^ ELCs from young mice or vehicle. *P* value calculated by one-sided Student’s *t*-test. **g**, Endurance of old mice (18 months old) treated with CD133^+^ ELCs isolated from young mice (*n* = 4) or vehicle (*n* = 6). *P* value calculated by one-sided Student’s *t*-test. **h**, Body weight of female mice treated with or without CD133^+^ ELCs. Open square indicates periods of body weight change between the two groups. **i**, Lifespan of CD133^+^ ELCs and subcluster-treated and untreated mice. Scale bars, 20 µm. Data represent the mean ± s.e.m. log-rank (Mantel–Cox) test was used for survival analyses. Pseudocolor scheme used in immunofluorescent images: white represents the nucleus stain (DAPI), and magenta represents red signal (tdTomato (RFP) labeled with Alexa Fluor 594-conjugated antibodies). Source Data

We next analyzed overall aging features in old ELC-treated mice. The bone volume (BV) to tissue volume (TV) ratio and the trabecular number progressively declined, whereas trabecular separation/spacing increased with aging (Fig. 4f). ELC therapy attenuated this exacerbation of bone loss, even reaching significance for BV/TV (%). ELC therapy also increased the running endurance (Fig. 4g). Furthermore, there was no change in body weight until the later stages of aging, when the untreated mice started to die (Fig. 4h). Most importantly, the median lifespan was extended by up to 10% from 115 to 126 weeks after CD133^+^ ELC replenishment. Further, we tested the lifespan-extending effect of the subclusters CD133^+^MPO^+^ and CD133^+^MPO^−^MMP9^−^ ELCs. Markedly, administration of CD133^+^MPO^+^ ELCs also extended the lifespan to a similar extent as the CD133^+^ ELCs did. In contrast, the replenishment of CD133^+^MPO^−^MMP9^−^ subcluster only slightly increased the lifespan but did not reach significance (Fig. 4i). Together, the data suggest that CD133^+^ ELCs, particularly the CD133^+^MPO^+^ subcluster, can rejuvenate aged blood vessels and promote longevity in mice.

### FDPS underlies ELC aging

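The young and the old sample are 1 library each of CD133+ bone marrow cells sorted from 3 pooled mice. The paper gives ages of 3 months and 18.5 months, while the label of the old library gives 27 months. Age, mice and library differ together here, so that their effects cannot be told apart in these counts. As for the control library, the values are unnormalized UMI counts. The young library held 81434722 UMIs with a median of 9719.5 UMIs and 2012 genes per cell, and the old library held 138030352 UMIs with a median of 13039 UMIs and 2342 genes. More than 20% mitochondrial UMIs were found in 9 young and 4 old cells. Percentiles of the UMI count were taken over both libraries together, because the paper's methods filter the recombined dataset. This kept 7378 young cells with 74708327 UMIs and 9681 old cells with 119588365 UMIs, with medians of 10174.5 and 12690 UMIs per cell. Other blood cells were set aside by the same limits, 750 (10.2%) in the young library and 189 (1.95%) in the old library. The largest of these groups was monocyte-like, with 405 young and 64 old cells. The other cells of both libraries were clustered together on log values centred per library, since the paper removed batch effects and its text does not name the method. Of the cells in these 4 clusters, between 48.3% and 66.8% were old. Scrublet's automatic threshold marked 2 young cells (0.0239%) and 276 old cells (2.61%), and doublets were not removed. Ratios are log2 values of old over young CPM over all kept cells, with exact 95% intervals from the binomial distribution of the 2 counts, for counting error only. No p-value was computed, because each age is 1 library.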

To understand potential mechanisms that drive ELC aging and functional decline, we obtained and compared the single-cell transcriptomes of FACS-enriched CD133^+^ ELCs from young (3-month-old) and old (18.5-month-old) mice. 

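After quality filtering, 5761 genes had at least 10 CPM in the young or the old library. By a fixed limit of 1.5 times, which is not a test, 251 of them were higher and 849 lower in old CD133+ ELCs. The direction was the same in all 4 clusters for 244 of the higher and 792 of the lower genes. The median log2 ratio of these 5761 genes was -0.15. Of the genes past the limit 22.8% were higher, and this share was 62.4% with UMIs per cell not scaled for depth and 33.0% with the 4 clusters weighted equally. The number of lower genes moved most with a minimum of 50 CPM, to 149. Among genes with at least 50 CPM in either library and with the same direction in every cluster, the highest log2 ratios were those of *BC100530* (4.75), *Lipg* (4.20), *Asprv1* (3.74), *Ifitm1* (3.69) and *Stfa2l1* (3.48). With the 4 clusters weighted equally these ratios were 4.31, 4.11, 3.23, 3.62 and 2.96, so that *Asprv1* fell below *Ifitm1*. The ratio of *Asprv1* over all kept cells lay above that of every cluster, the highest of which was 3.33. *BC100530* and *Stfa2l1* belong to a family of similar stefin genes, between which reads can be divided wrongly. The lowest log2 ratios over all kept cells were those of *Ifi27l2a* (-6.36), *Isg15* (-5.24), *Rtp4* (-5.13), *Ms4a4c* (-5.06) and *Oasl2* (-4.91). For these 5 genes the log2 ratio of the control library over the young library, both labelled 3 months, was between -5.85 and -4.10, and of the young UMIs of *Ms4a4c* 87.4% lay in other blood cells set aside. For *Lipg* that ratio was 2.94, and for the other 4 of the highest genes it was between -1.81 and -0.19.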

We recovered 8,362 cells from young mice and 10,597 from old mice (Fig. 5a), of which approximately 454 genes were significantly upregulated, and 90 genes were significantly downregulated in ELCs isolated from old mice (Extended Data Fig. 9). 

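Cytosolic ribosomal proteins and the nuclear subunits of oxidative phosphorylation were listed by gene symbol before any ratio was computed, and the lists were not taken from the paper. The 82 ribosomal genes with at least 10 CPM over the young and old libraries had a median log2 ratio of 0.091 (0.086 to 0.097, counting error only), and 62 of them were higher in old cells. This median lay at percentile 95.4 of 10000 random lists matched on mean expression, which describes these libraries and is not a test of age. It was above 0 under every scaling tried and moved most with UMIs per cell not scaled for depth, to 0.38. The control library over the young library, both labelled 3 months, had a median of -0.070 for the ribosomal genes, at percentile 0.38, with 20 of 82 higher, and the old library over the control library a median of 0.16, at percentile 99.8, with 73 higher. By cluster, the median of old over young was 0.024 in cluster 1, 0.17 in cluster 2, 0.56 in cluster 3 and 0.56 in cluster 4. The 77 genes of oxidative phosphorylation had a median log2 ratio of -0.057 and lay at percentile 21.3, with 26 genes higher in old cells. This direction turned with the 4 clusters weighted equally, to 0.023 (0.012 to 0.038). The median was also above 0 with UMIs per cell not scaled for depth, at 0.23. That setting adds the higher depth of the old library to every ratio, so it does not bear on these genes in particular. By cluster, the median was 0.037 in cluster 1, 0.052 in cluster 2, 0.023 in cluster 3 and -0.083 in cluster 4.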

Further functional enrichment analysis revealed two pathways that were significantly enriched in old CD133^+^ ELCs: ribosome biogenesis and oxidative phosphorylation (Supplementary Fig. 6a,b). The top-200 upregulated genes in the two pathways were selected for protein–protein interaction network analysis and gene expression comparison in the four clusters, CD133_1, CD133_2, Cd133_3 and CD133_4, between young and old mice. Very interestingly, three genes, *Fdps*, *Anxa1* and *Tspo*, were significantly and consistently upregulated in all four clusters of old ELCs (Fig. 5b,c and Extended Data Fig. 10a,b), and this was validated by quantitative polymerase chain reaction (PCR) with reverse transcription: *Fdps*, *Anxa1* and *Tspo* were all highly expressed in CD133^+^ cells (Fig. 5d). 

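*Fdps* (ENSMUSG00000059743) lies on chromosome 3 of GRCm38 from 89093588 to 89101959 and overlaps *Gm43738* and *Gm22935* on the same strand. It rose from 110 CPM (8185 UMIs) in young to 367 CPM (43867 UMIs) in old CD133+ ELCs, a log2 ratio of 1.74 (1.71 to 1.78). By cluster, its log2 ratio was 1.40 (1.33 to 1.47) in cluster 1, 1.53 in cluster 2, 2.14 in cluster 3 and 2.53 (2.38 to 2.67) in cluster 4. *Tspo* (ENSMUSG00000041736), on chromosome 15 from 83563592 to 83574203 and overlapped by *Mcat* on the other strand, rose from 803 to 1778 CPM, a log2 ratio of 1.15 (1.13 to 1.16). Its lowest ratio among the clusters was 0.97 in cluster 1 and its highest 1.33 in cluster 4. *Anxa1* (ENSMUSG00000024659), on chromosome 19 from 20373428 to 20390944 with the noncoding *1500015L24Rik* on the other strand, rose from 2907 to 5799 CPM, a log2 ratio of 1.00 (0.99 to 1.00). Its ratio fell over the clusters, from 1.58 in cluster 1 to 1.33 in cluster 2, 0.74 in cluster 3 and 0.49 (0.47 to 0.50) in cluster 4. All 3 genes moved most with UMIs per cell not scaled for depth, *Fdps* to 2.03. In the control library, labelled 3 months as the young library is, *Fdps* had 190.0 CPM, *Tspo* 1184 CPM and *Anxa1* 3250 CPM, log2 ratios over young of 0.79, 0.56 and 0.16. From the top-200 upregulated genes of ribosome biogenesis and oxidative phosphorylation, the paper reports these 3 genes as rising in all 4 clusters. It measured them again by qPCR (Fig. 5d), and turned to *Fdps* because its rise seemed more specific to CD133+ ELCs.

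**Figure D2:**
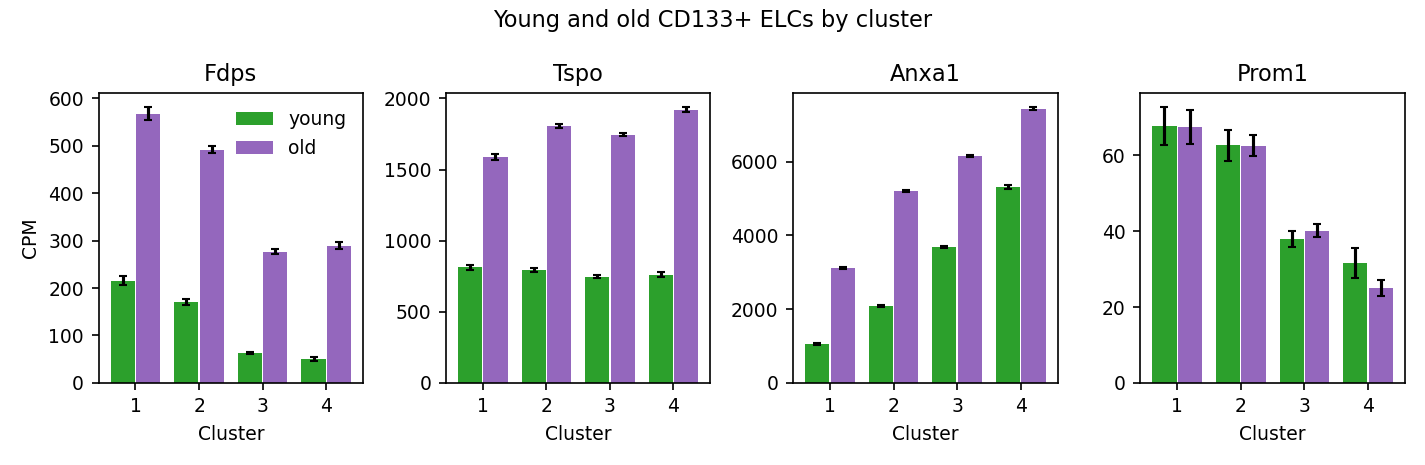
Levels of *Fdps*, *Tspo*, *Anxa1* and *Prom1* in CPM in the young and old libraries, by cluster, with exact 95% Poisson intervals for counting error only. The bars of *Fdps*, *Tspo* and *Anxa1* are higher for old cells in all 4 clusters. Those of *Prom1* lie within counting error of each other in clusters 1, 2 and 3 and are lower for old cells in cluster 4.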

While expression levels of *Anxa1* and *Tspo* were significantly enhanced in both old CD133^+^ ELCs and CD133^−^ BMNCs, the upregulated expression of *Fdps* in old mice seemed more specific to CD133^+^ ELCs. Thus, we focused on *Fdps* for further mechanistic investigation. Of note, the CD133^+^ ELCs were more proliferative than CD133^−^ cells, as *Ki67* level was much higher in CD133^+^ ELCs than CD133^−^ BMNCs, while that of *Ccnd1* was much higher in CD133^−^ than CD133^+^ cells.

**Fig. 5:**
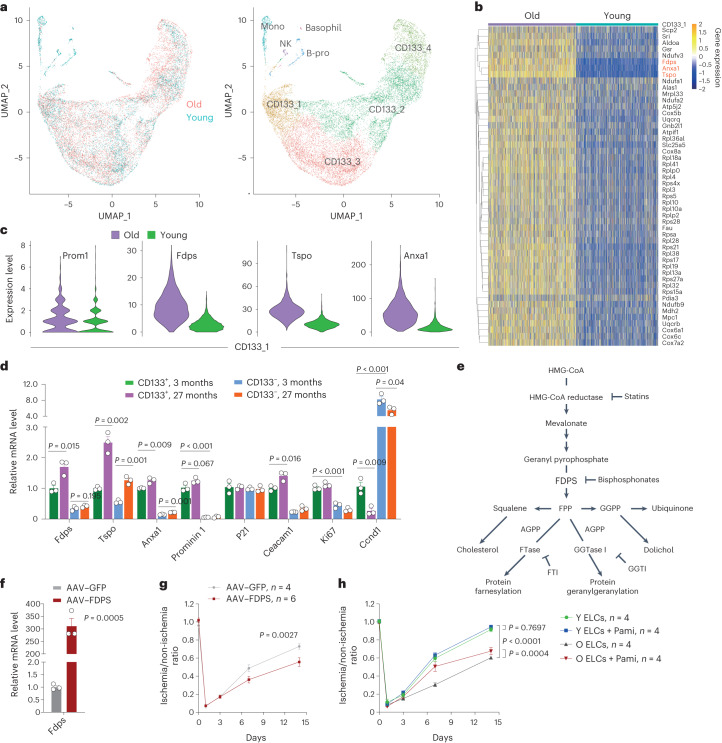
FDPS upregulation compromises ELC function. **a**, UMAP visualization of single-cell transcriptomes of CD133^+^ ELCs enriched from young (3-month-old, *n* = 3) and old (18.5-month-old, *n* = 3) mice, showing cell attribution (left) and identification of cells (right). **b**, Differential expression of ribosome- and oxidative phosphorylation-related genes in cluster CD133_1 between young and old mice. Note that *Fdps* was one of the three most significantly changed genes. **c**, Violin plot showing transcriptomic levels of genes *Prom1*, *Fdps*, *Tspo* and *Anxa1* in cluster CD133_1 from young and old mice. **d**, qPCR analysis of *Prom1*, *Fdps*, *Tspo* and *Anxa1* transcript levels in CD133^+^ ELCs and CD133^‒^ BMNCs from young (*n* = 3) and old mice (*n* = 3). The levels of *P21*, *Ceacam1*, *Ki67* and *Ccnd1* were included as control. *P* value calculated by one-sided Student’s *t*-test. **e**, FDPS-centered isoprenoid biosynthesis pathway. Note that PAM belongs to the bisphosphonates, which inhibit FDPS activity. **f**,**g**, Overexpression of *Fdps* via rAAVDJ in young CD133^+^ ELCs compromised their neovasculogenic capacity, as determined by FAL experiment (**f**, *n* = 3 mice per group; **g**, *n* = 4–6 mice per group). *P* value calculated by two-way ANOVA. **h**, Blood flow recovery following hind limb ischemia in mice treated with young or old ELCs and with or without PAM. *P* value calculated by two-way ANOVA. Data represent the mean ± s.e.m. Source Data

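In cluster 1, numbered by *Elane* and not matched to CD133_1, *Prom1* had 67.7 CPM in young cells and 67.4 CPM in old cells, a log2 ratio of -0.0051 (-0.15 to 0.14). A *Prom1* UMI was found in 53.4% of young and 60.4% of old cells of this cluster, whose median depths were 12282 and 15346 UMIs, and in 20.4% and 20.0% with every cell thinned to 3000 UMIs, which left out 0 cells. In the other blood cells set aside, with median depths of 7733 UMIs in young and 6934 in old, the thinned shares were 2.80% and 6.35%. In cluster 1 again, *Fdps* had 216 CPM in young and 568 CPM in old cells, *Tspo* 812 and 1591 CPM, and *Anxa1* 1048 and 3122 CPM. Among 2411 genes with at least 50 CPM in this cluster in either library, ranked by falling log2 ratio, *Anxa1* was 19th, *Fdps* 23rd and *Tspo* 44th. Of the ribosomal protein genes listed by symbol, 49 were higher in old cells of cluster 1, and the highest was *Rps21* with a log2 ratio of 0.32. Of the nuclear genes of oxidative phosphorylation, 46 were higher there, and the highest was *Ndufb9* with 0.42. Over all kept cells *Prom1* had 43.8 CPM in young and 45.7 CPM in old cells, a log2 ratio of 0.060 (-0.0025 to 0.12).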

*Fdps* encodes farnesyl diphosphate synthase (FDPS), a key enzyme in isoprenoid biosynthesis that catalyzes the formation of farnesyl diphosphate^38^. Farnesyl diphosphate is a precursor for sterol, dolichol, carotenoid and ubiquinone and is also a substrate for protein farnesylation and geranylgeranylation (Fig. 5e). The diphosphonate derivative pamidronate (PAM) inhibits FDPS activity and is used clinically for the treatment of osteoporosis^39^. To determine if elevated *Fdps* expression underlies the functional decline of ELCs in old mice, we generated a recombinant AAV serotype DJ (rAAVDJ) vector with an *Fdps*-expressing cassette driven by a ubiquitous CMV promoter. The overexpression of *Fdps* was observed in CD133^+^ ELCs (Fig. 5f). In the FAL model, *Fdps* overexpression significantly compromised the new-blood-vessel-forming ability of ELCs derived from young mice (Fig. 5g). In contrast, incubation with PAM significantly improved the new-blood-vessel-forming ability of ELCs of old mice, whereas the combined treatment with PAM and young ELCs showed a minimal additive effect (Fig. 5h). Thus, an increase in *Fdps* compromises ELC function during aging.

### PAM treatment extends lifespan in mice

We next investigated in vivo effect of PAM treatment. To that end, we treated 22-month-old female mice with PAM (1 mg kg^−1^ body weight) or vehicle (phosphate-buffered saline, PBS) by intraperitoneal injection. Two months after treatment, we found that the number of CD133^+^ ELCs was significantly increased in the PAM-treated mice compared with control mice (Fig. 6a). The senescence marker genes *p16* and *Il-6* were both significantly downregulated in CD133^+^ ELCs isolated from the PAM-treated mice (Fig. 6b). We also investigated whether PAM treatment enhanced the function of CD133^+^ ELCs. To this end, we treated 18-month-old female mice with PAM (1 mg kg^−1^) every week for 2 months. Then, CD133^+^ ELCs were isolated from both treated/control mice by FACS, and a total 1 × 10^6^ of them were injected into FAL model via tail vein on day 1 and day 7 after surgery. Indeed, the blood flow recovery rate was significantly enhanced in mice injected with ELCs isolated from the PAM-treated mice compared with those from the control-treated mice (Fig. 6c).

**Fig. 6:**
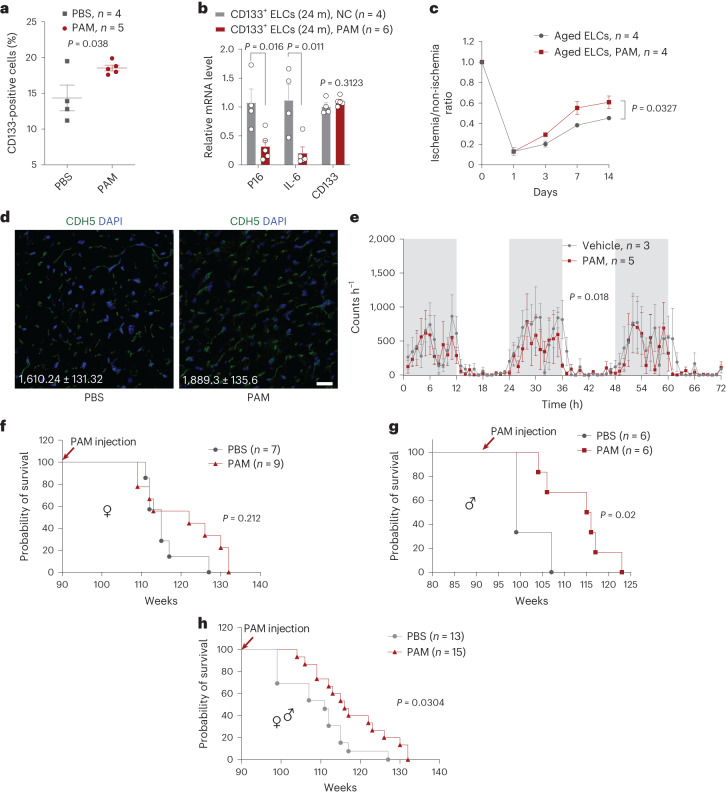
PAM ameliorates aging and extends lifespan in physiologically aged mice. **a**, Percentage of CD133^+^ ELCs in total BMNCs isolated from PAM-treated old mice and control mice (27-month-old, *n* = 5 and 4, respectively). *P* value calculated by one-sided Student’s *t*-test. **b**, qPCR analysis of *p16*, *Il-6* transcript levels in CD133^+^ ELCs from PAM-treated old mice and NC (PBS treatment) mice (24-month-old, *n* = 6 and 4, respectively). *P* value calculated by one-sided Student’s *t*-test. **c**, Blood flow recovery rate of FAL model treated with CD133^+^ ELCs isolated from the PAM-treated old mice or control mice (26-month-old). *P* value calculated by two-way ANOVA. **d**, Representative fluorescence images showing CDH5^+^ ECs in heart tissues of old (26-month-old, *n* = 4) mice treated or untreated (*n* = 4) with PAM. Capillary density (capillaries mm^−^^2^) is shown. **e**, Running activity of old mice treated with PAM or vehicle. *P* value calculated by one-sided Student’s *t*-test. **f**–**h**, Lifespan of mice treated with or without PAM: female mice (**f**), male mice (**g**) and mixed sexes (**h**). Data represent the mean ± s.e.m. log-rank (Mantel–Cox) test was used for survival analyses. Source Data

We next explored whether inhibiting FDPS with long-term PAM treatment can rejuvenate aged tissues and promote longevity in mice. We divided a cohort of old female mice, aged around 90 weeks (~21 months), into two groups that were treated with PAM (1 mg kg^−1^) or vehicle (PBS) by intraperitoneal injection. The health status and lifespan of the groups were closely monitored. Six months after PAM treatment, the capillary density (CDH5^+^ ECs) in the heart tissues was significantly increased, from 1,610.24 ± 131.32 mm^−^^2^ to 1,889.3 ± 135.6 mm^−^^2^ (*P* < 0.05) (Fig. 6d). Moreover, mice treated with PAM showed a faster active-to-rest shift than those untreated during the dark-to-light transition (Fig. 6e). For mice that lived longer than median survival time (~115 weeks in vehicle; ~122 weeks in PAM-treated), the lifespan of PAM-treated female mice was significantly extended from 118.5 ± 4.3 weeks to 128.4 ± 3.52 weeks (Fig. 6f, *P* = 0.0371). Likewise, we investigated the effect of PAM treatment in male mice. Interestingly, both median and maximum lifespan were significantly increased in male mice treated with PAM (Fig. 6g, *P* = 0.02). Significant lifespan extension was also noticed if the two sexes were combined (Fig. 6h, *P* = 0.0304). Thus, we concluded that PAM treatment can extend lifespan in mice.

## Discussion

The stem-cell theory of aging dictates that a decline in stem-cell number and/or function leads to defective tissue regeneration and consequential organismal aging. The rapid depletion of adult stem cells resulting from replicative stress caused by somatic cell loss leads to premature aging^40,41^. HSCs and MSCs are two stem-cell populations found in the BM that have great clinical potential. We have previously shown that the number and function of MSCs and HSCs decline in the progeria mouse model, *Zmpste24*^*−/−*^ mice^42^. Here we identified CD133^+^ ELCs as potential EPCs in the BM, and consistent with the decline in HSCs and MSCs, the number and function of CD133^+^ ELCs decreased in progeria mice. During physiological aging, while the number of CD133^+^ ELCs was not much changed, their function in neovascularization was substantially compromised in mice. Remarkably, CD133^+^ ELC rejuvenation improved the microvasculature, attenuated body weight loss and osteoporosis, and extended the lifespan of both progeria and physiologically aged mice. Our findings provide solid evidence to support the use of stem-cell therapy for progeria and normal aging.

The nomenclature and origin of EPCs are controversial^10^. With the benefits of single-cell transcriptome techniques, studies have been able to define various cell populations in BMNCs and BM niche ECs^35,36^. By pseudo-time analyses, we found that CD133-marked BMNCs are closely related to ECs in the BM. Using genetically engineered ROSA^mT/mG^ mouse model, we demonstrated that CD133^+^ ELCs have EC-differentiation and neovascularization ability. We noticed that, in the pseudo-time axis, CD133^+^ ELCs (cluster SC_2) moderately expressed CD14 and VCAM1 but barely expressed CD34, CD105, CD146, CD31 and VE-cadherin, which mark ECs and ECFCs. ECs lost the expression of CD133, and cluster SC_1 expressed moderate levels of CD14, CD34, and ICAM1 (Fig. 2d). Previously, Peichev et al. found that co-expression of CD133 and VEGFR2 identifies circulating endothelial precursors^43^. We found that VEGFR2 was highly expressed in CD133^+^ ELCs. In contrast to MACs and ECFC^14^, we failed to expand CD133^+^ ELCs in vitro. From the compiled evidence, we reasoned that CD133 probably marks an early stage during EPC evolution. CD133^+^ ELCs can be clustered into four groups according to the single-cell transcriptomics, of which CD133_1 was most closely related to the BM ECs, marked with high level of MPO, while CD133_4 was extensively labeled with MMP9. Most importantly, cluster CD133_1 labeled by CD133^+^ and MPO^+^ dictated the main function of CD133^+^ ELCs in neovascularization and lifespan extension. On the other side, we speculated that the cluster CD133_4, that is, CD133^+^MMP9^+^ BMNCs, is more closely related to MACs, which rather elicit paracrine effects during angiogenesis. Consistent with our findings, Kanayasu-Toyoda et al. showed that CD133^+^MMP9^+^ cells in human peripheral blood promote angiogenesis in a paracrine manner^44^. In contrast, the clusters CD133_2 and CD133_3, that is, CD133^+^MPO^−^MMP9^−^ BMNCs, showed the least neovascularization and lifespan-extending capacity. Further in-depth studies are needed to understand the differential and precise roles of CD133^+^ subclusters in neovasculogenesis and aging.

We discovered that BM-derived CD133^+^ ELCs gave vascular-regeneration capacity in the hearts, muscles and blood vessels but not in the livers and kidneys. It is plausible that residential EPCs may also exist in specific tissues/organs, where they mediate the homeostasis of the VE. In the context of aging, ELC replenishment substantially elevates capillary density in the hearts and muscles. For the translational purpose, it is important to validate the findings in human BM in future study.

Although the number of CD133^+^ ELCs increases during aging, their function declines. Via single-cell profiling, we showed the FDPS-centered pathway that regulates sterol metabolism is essential for ELC function. FDPS regulates biosynthesis of isoprenoids, dolichols, ubiquinones and cholesterol and thus mediates protein farnesylation and/or geranylgeranylation^38^. Here we demonstrated that inhibition of FDPS by PAM enhances the regeneration capacity of CD133^+^ ELCs. Gene expression manipulation of *Fdps* via an rAAVDJ vector accelerated ELC aging and dysfunction. Markedly, in vivo administration of PAM rescued ELC aging, improved their neovascularization ability, and promoted healthiness and lifespan. Interestingly, the HGPS causal factor Prelamin A is farnesylated, and the farnesyltransferase inhibitor can ameliorate premature aging by inhibiting Prelamin A farnesylation and abnormal localization^45–47^. A recent study showed that inhibition of FDPS by PAM rescued premature senescence^48^. Upstream, HMG-CoA reductase catalyzes mevalonate production and hence is required in the production of geranyl pyrophosphate^49^. Statins can inhibit HMG-CoA to mobilize EPCs from the BM to peripheral circulation and enhance endothelial repair^50^. Our data highlight an essential role of the FDPS-mediated sterol metabolic pathway in the regulation of aging and longevity. The detailed mechanism that regulates FDPS expression during aging and how FDPS decline compromises the function of CD133^+^ cells merit further investigation.

Collectively, our findings revealed that, in the BM, CD133 marks ELCs, which have neovascularization potential. Healthy and young CD133^+^ ELCs could rejuvenate aged blood vessels, ameliorate aging features and promote longevity in both progeria and physiologically aged mice. At the molecular level, our data highlight a critical role of the FDPS-centered sterol metabolic pathway in regulating ELC aging/dysfunction and longevity. Screening for chemicals that target the FDPS pathway might be applied to benefit health and longevity. Also implicated by our findings is the potential of using stem-cell-based therapeutic strategies for progeria and in anti-aging applications.

## Methods

### Animals

The *Lmna*^G609G/G609G^, *Lmna*^f/f^;TC and Tie2–cre mice were as previously described^37^. ROSA^mT/mG^ mice were provided by Dr Jian Chen (Suchow University, China). C57BL/6 mice, H11-mG/mR mice and Cdh5-cre/ERT mice were purchased from GemPharmatech. All mice were housed and handled in accordance with protocols approved by the Committee on the Use of Live Animals in Teaching and Research of Shenzhen University.

### Hind limb ischemia

Hind limb ischemia was achieved by unilateral FAL as previously described^51^. Briefly, mice were anesthetized with 2% isoflurane inhalation with an isoflurane delivery system (EZVET). The neurovascular pedicle was visualized under a light microscope following a 1-cm incision in the skin of the left hind limb. Ligations were made in the left femoral artery proximal to the superficial epigastric artery branch and anterior to the saphenous artery. Then, the femoral artery and the attached branches between ligations were excised. The skin was closed using a 4–0 suture line, and erythromycin ointment was applied to prevent wound infection after surgery. Recovery of the blood flow was evaluated before and after surgery using a dynamic microcirculation imaging system (Teksqray). Relative blood flow recovery is expressed as the ratio of ischemia to non-ischemia. At least three mice were included in each experimental group.

### RNA isolation and qPCR analysis

Cells were lysed with TRIzol reagent RNAiso Plus (Takara), and total messenger RNA was isolated according to the manufacturer’s instructions. Reverse transcription was performed with 5× Evo M-MLV RT Master Mix (Accurate Biology) to obtain complementary DNA. Gene expression levels were determined by quantitative PCR (qPCR) with the Hieff qPCR SYBR Green Master Mix (Yeasen) on a CFX Connected Real-Time PCR Detection System (Bio-Rad). All primer sequences are listed in Supplementary Table 2.

### Immunofluorescence staining

Frozen sections (10 µm thickness) of mouse tissues were fixed in 4% paraformaldehyde for 15 min, permeabilized with 0.3% Triton X-100 for 15 min, blocked with 5% bovine serum albumin for 30 min, and incubated with an appropriately diluted primary antibody at 4 °C overnight. After removing the primary antibody by washing thrice with PBS, tissue sections were incubated with Alexa Fluor-conjugated secondary antibody at room temperature for 1 h. After three washes with PBS, the sections were mounted with anti-fade mounting medium with 4′,6-diamidino-2-phenylindole (DAPI). Then images were captured under a DragonFly confocal imaging system (Andor) and analyzed with Imaris Viewer software (Bitplane). All antibodies are listed in Supplementary Table 3.

### Echocardiography

Transthoracic echocardiography (IU22, Philips) was performed after inhalation of isoflurane gas by mice in the different groups. Heart rate, cardiac output, left ventricular posterior wall size, left ventricular end-diastolic size, left ventricular end-systolic diameter, left ventricular ejection fraction and left ventricular fraction shorting were obtained by echocardiographic analysis. At least three mice were included in each experimental group.

### Bone density determination

The thigh bones of mice were collected after euthanasia and fixed with 4% paraformaldehyde at 4 °C overnight. The relevant data were collected using micro-computed tomography (micro-CT) scanning (Scanco Medical, µCT100). Micro-CT parameters used for evaluation were trabecular number (1/mm), trabecular separation/spacing (SP) (mm) and BV/TV (%). Each group included at least three mice.

### Endurance running test

Fatigue resistance was monitored using a rotating-rod treadmill (YLS-4C, Jinan Yiyan Scientific Research Company). Mice were placed on a rotating channel, and the rotation rate was gradually increased to 40 rounds min^−1^. When the mice were exhausted and dropped from the rotating channel, the endurance period was recorded. At least three mice were included in each experimental group.

### BM transplantation

BMNCs from ROSA^mT/mG^ mice or H11-mG/mR mice at 3 months of age were collected and injected via the tail vein into 3-month-old C57BL/6 recipient mice irradiated with a lethal dose of X-rays (9 Gy). In brief, the mice were killed, and the femora and tibiae were separated, cut open at the two ends, and placed in a 0.5-ml micro-centrifuge tube that had a hole drilled in the bottom. A 1.5-ml micro-centrifuge tube was used to nest the 0.5 ml tube, and the pair of tubes were centrifuged at 3,000*g* for 15 s. Red blood cells were removed by gradient density centrifugation (Histopaque-1083, Sigma) at 450*g* for 30 min. BMNCs were resuspended in pre-cooled PBS supplemented with 1% fetal bovine serum, and 1.5 × 10^7^ of collected BMNCs were injected into irradiated recipient mice via the tail vein. After 4 weeks’ recovery, the recipient mice were further subjected to unilateral FAL. Three weeks after FAL, the mice were killed for investigation.

### MACS and cell therapy

BMNCs were obtained as described above. After centrifugation at 450*g* at 4 °C for 5 min, the BMNCs were suspended in 80 μl MACS buffer and incubated with 20 μl anti-CD133 antibody (Miltenyi Biotec) for 15 min, followed by incubation with 20 μl of MACS anti-biotin-microBeads (Miltenyi Biotec) in 80 μl MACS buffer. CD133^+^ ELCs were then obtained by magnetic selection. For ELC therapy, 1 × 10^6^ CD133^+^ ELCs collected from ROSA^mT/mG^ mice were injected via the tail vein into aged mice every other week.

### FACS

BMNCs were obtained as previously described. After centrifuging at 450*g* and 4 °C for 5 min, the cells were suspended in 600 μl MACS buffer and incubated with 5 μl APC-CD133 antibody (BioLegend) at 4 °C for 30 min. CD133^+^ EPCs were then sorted on a flow cytometer (BD Biosciences), and data were analyzed with FlowJo software (Becton Dickinson).

### PAM treatment

PAM (Selleckchem) was dissolved in PBS and intraperitoneally injected into female mice at a dose of 3 mg kg^−1^ weekly, beginning at around 90 weeks of age. The health status and lifespan of the mice were closely monitored. Eight weeks after treatment, heart function and running wheel activity were determined.

### Ex vivo Matrigel plug assay

The angiogenic ability of CD133^+^ ELCs was determined with an ex vivo Matrigel plug assay. Briefly, 500 μl of growth factor-reduced Matrigel (Corning) together with 5 × 10^5^ CD133^+^ ELCs or CD133^‒^ ELCs were injected subcutaneously into the middorsal region of 12-week-old male mice. After 2 weeks, the Matrigel plugs were surgically excised, then frozen sections were prepared, and an immunofluorescence assay was performed.

### Single-cell library preparation, sequencing and mapping

CD133^+^ ELCs (approximately 8,000–10,000 cells) were enriched by FACS for single-cell sequencing. RNA was quantified by qubits and PCR with reverse transcription on the LightCycler 96 system (Roche Life Science). The single-cell RNA was barcoded, reverse transcribed using the Chromium Single Cell 3′ Reagent Kit v2 (10x Genomics), fragmented, and amplified to generate cDNA. The Agilent high-sensitivity D5000 and D1000 ScreenTape systems (Agilent) were used to detect the size of pre-amplified cDNA. The sequence libraries were built according to the manufacturer’s instructions, and single-cell libraries were sequenced in a single-index customized paired-end format on the HiSeq 1500 system (Illumina). The data were compared in STAR. According to the reads mapped to the reference genome, we obtained the statistics of specific unique molecular identifier and the expression of each gene in each cell using Cell Ranger 2.1.0 (mean reads per cell 74,323–92,229, and median genes per cell range 1,947–2,342).

### Data quality control and cell-type identification

We mapped each data matrix using the Seurat software package (v3.0.1) and performed data processing and visualization with custom scripts in R. Genes detected in fewer than three cells and cells expressing fewer than 200 genes were removed. Seurat FindVariableFeatures was applied to identify highly variable genes. After deleting for batch effects, the recombined dataset was filtered according to the following criteria to exclude inferior cells: unique molecular identifier count <5% or >95% or the proportion of mitochondrial genes >20%. Principal component analysis was used to perform clustering through FindNeighbors and FindClusters functions. We used *t*-distributed random neighbor embedding to reduce the dimensionality and visualize the clustering results. The cell type results identified by the singleR package were used as a reference, and the marker genes of the cell cluster were used to identify the cell type.

### Single-cell data analysis

Unsupervised pseudo-time analysis of single cells was performed on Monocle software, and the results were used as a reference for the differentiation process of BM cells. Seurat FindMarkers function and MAST package (v1.8.2) were used to calculate differentially expressed genes for each cell type with a false discovery rate-adjusted *P* value of <0.05. The protein–protein interaction network functional enrichment analysis was based on the STRING database (https://string-db.org/) and visualized by Cytoscape (V3.6.1). The gene set enrichment analysis was based on the enrichKEGG and enrichGO functions of the clusterProfiler package and the GSEA package.

### Statistics and reproducibility

Statistical data were obtained with Excel (Microsoft 365 Family), and low-throughput statistical analysis was performed using GraphPad Prism (v9.2.0). Two-tailed Student’s *t*-test was used to determine the statistical significance between two groups of data. One-way analysis of variance (ANOVA) analysis was used to test the statistical significance between multiple groups of data. Two-way ANOVA analysis was used to test the statistical significance between multiple sets of data of time series. log-rank (Mantel–Cox) test was used for survival analyses. All data are presented as the mean ± standard deviation or mean ± standard error of the mean (s.e.m.) as indicated, and a *P* value of <0.05 was considered statistically significant. Data distribution was assumed to be normal, but this was not formally tested. For in vivo animal studies, a minimum of four samples were included, and animals were randomly assigned to different experimental groups. The in vitro assay involved a minimum of three samples, each repeated three times, and no animals or data points were excluded from the analyses for any reason. In this study, the experimenter was blinded to the grouping of all mouse experiments. Data distribution was assumed to be normal, but this was not formally tested.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Figs. 1–6.

Reporting Summary

Supplementary Tables 1–3 Gene list, primer list and antibody list.

Supplementary Video 1 3D reconstruction of immunofluorescence images of heart section.

Supplementary Video 2 3D reconstruction of immunofluorescence images of kidney section.

Supplementary Video 3 3D reconstruction of immunofluorescence images of muscle section.

Supplementary Video 4 3D reconstruction of immunofluorescence images of liver section.

Supplementary Video 5 3D reconstruction of immunofluorescence images of heart section.

Supplementary Video 6 3D reconstruction of immunofluorescence images of muscle section.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

## Data Availability

Single-cell RNA sequencing raw fastq files and processed data were deposited and are freely available in the NCBI Gene Expression Omnibus (GSE233944). All other data are available from the corresponding author upon reasonable request. Publicly available data obtained and used in the study were: whole mouse BMNCs (GSE109774) and BM niche CDH5^+^ cells (GSE108892) from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/).

# Supplementary material for: CD133+ endothelial-like stem cells restore neovascularization and promote longevity in progeroid and naturally aged mice
**Source:** Nat Aging. 2023 Nov 9;3(11):1401–14. doi: 10.1038/s43587-023-00512-z
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–6.

# **CD133<sup>+</sup> endothelial-like stem cells restore neovascularization and promote longevity in progeroid and naturally aged mice**

---

In the format provided by the  
authors and unedited

---

## Table of Contents

|                                                                                                                   |    |
|-------------------------------------------------------------------------------------------------------------------|----|
| Fig. S1 Donor-derived ECs are barely detectable in livers, lungs, and kidneys.....                                | 3  |
| Fig. S2 FACS and microscopy analysis of BMTed cell differentiation labeled by<br>AAV-mediated Cre expression..... | 5  |
| Fig. S3 Donor and recipient cell fusion was excluded.....                                                         | 7  |
| Fig. S4 Gene expression profile in CD133 <sup>+</sup> ELCs. ....                                                  | 8  |
| Fig. S6 Pathway analysis of differentially expressed genes between young and old<br>CD133 <sup>+</sup> ELCs ..... | 10 |

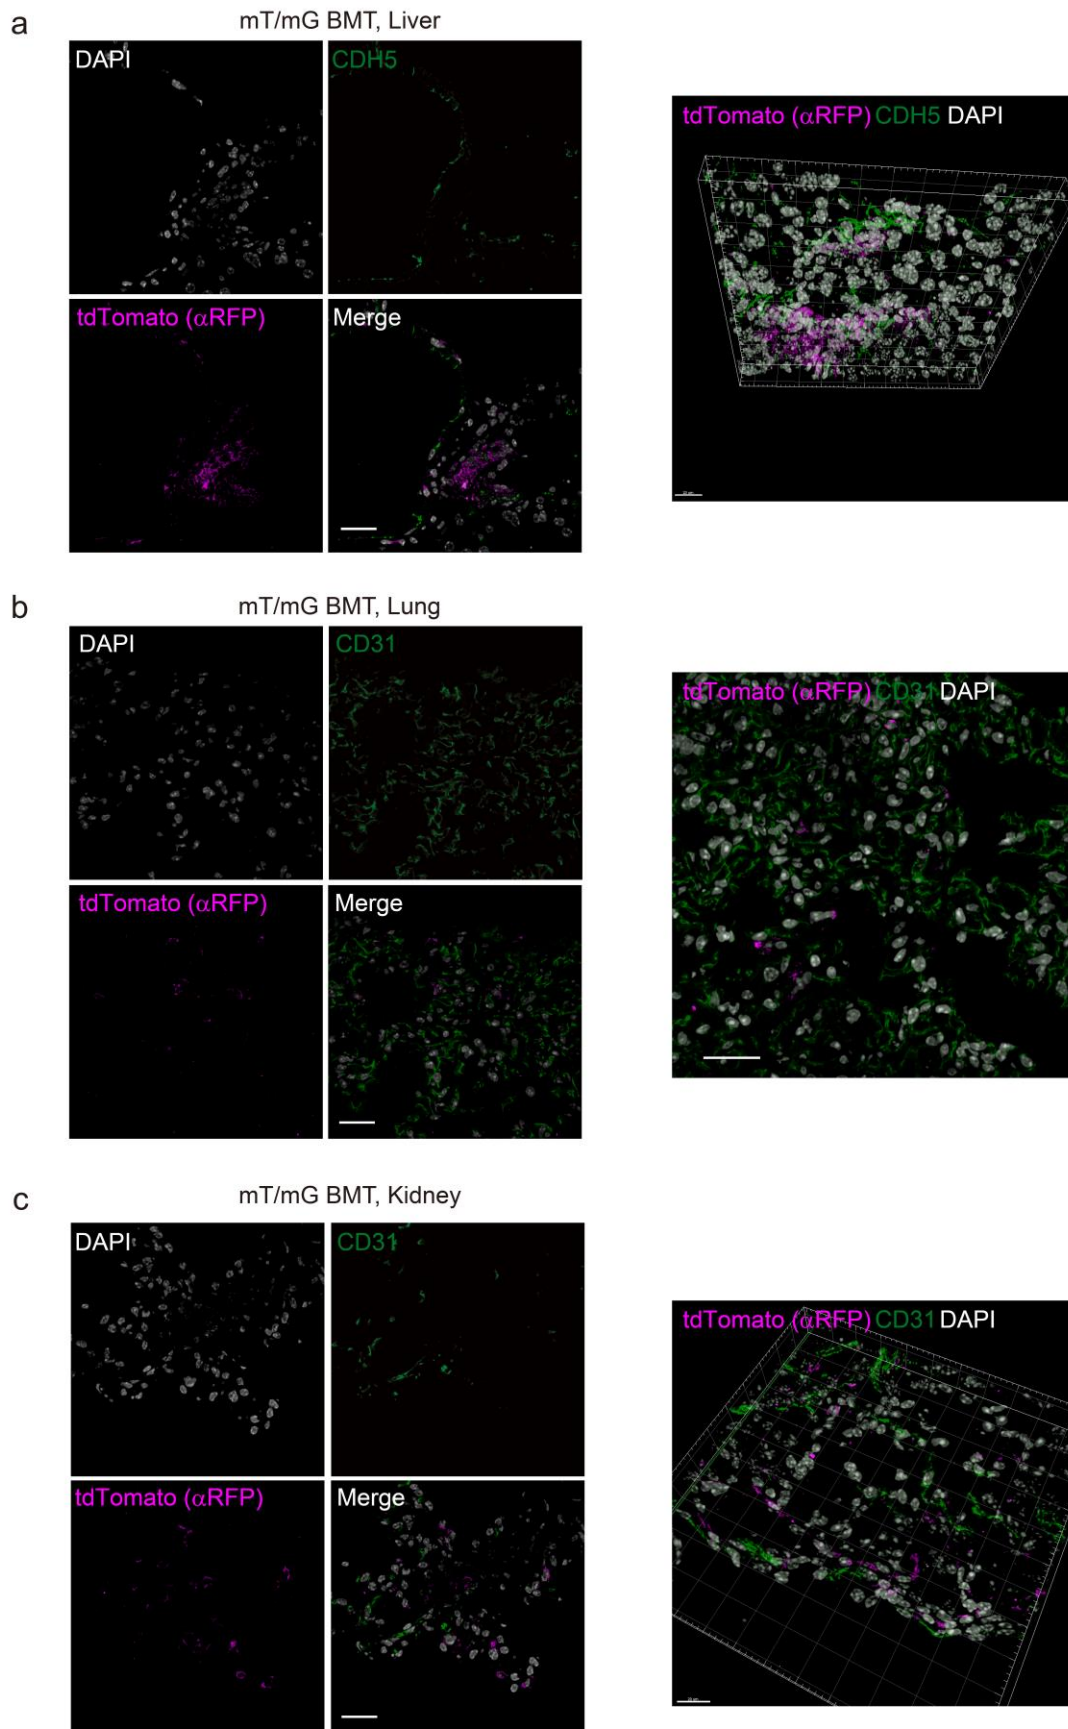

**Fig. S1** Donor-derived ECs are barely detectable in livers, lungs, and kidneys.

(a) Representative fluorescence images showing donor-derived CDH5<sup>+</sup> and RFP<sup>+</sup> ECs in liver tissues.

(b-c) Representative images showing donor-derived CD31<sup>+</sup> and RFP<sup>+</sup> ECs in lungs (b) and kidneys (c).

Scale bar, 20  $\mu$ m. 3 mice were analyzed.

Pseudocolor scheme used in immunofluorescent images: white represents the nucleus stain (DAPI), and magenta represents red signal (tdTomato(RFP) labelled with Alexa Fluor 594 conjugated antibodies).

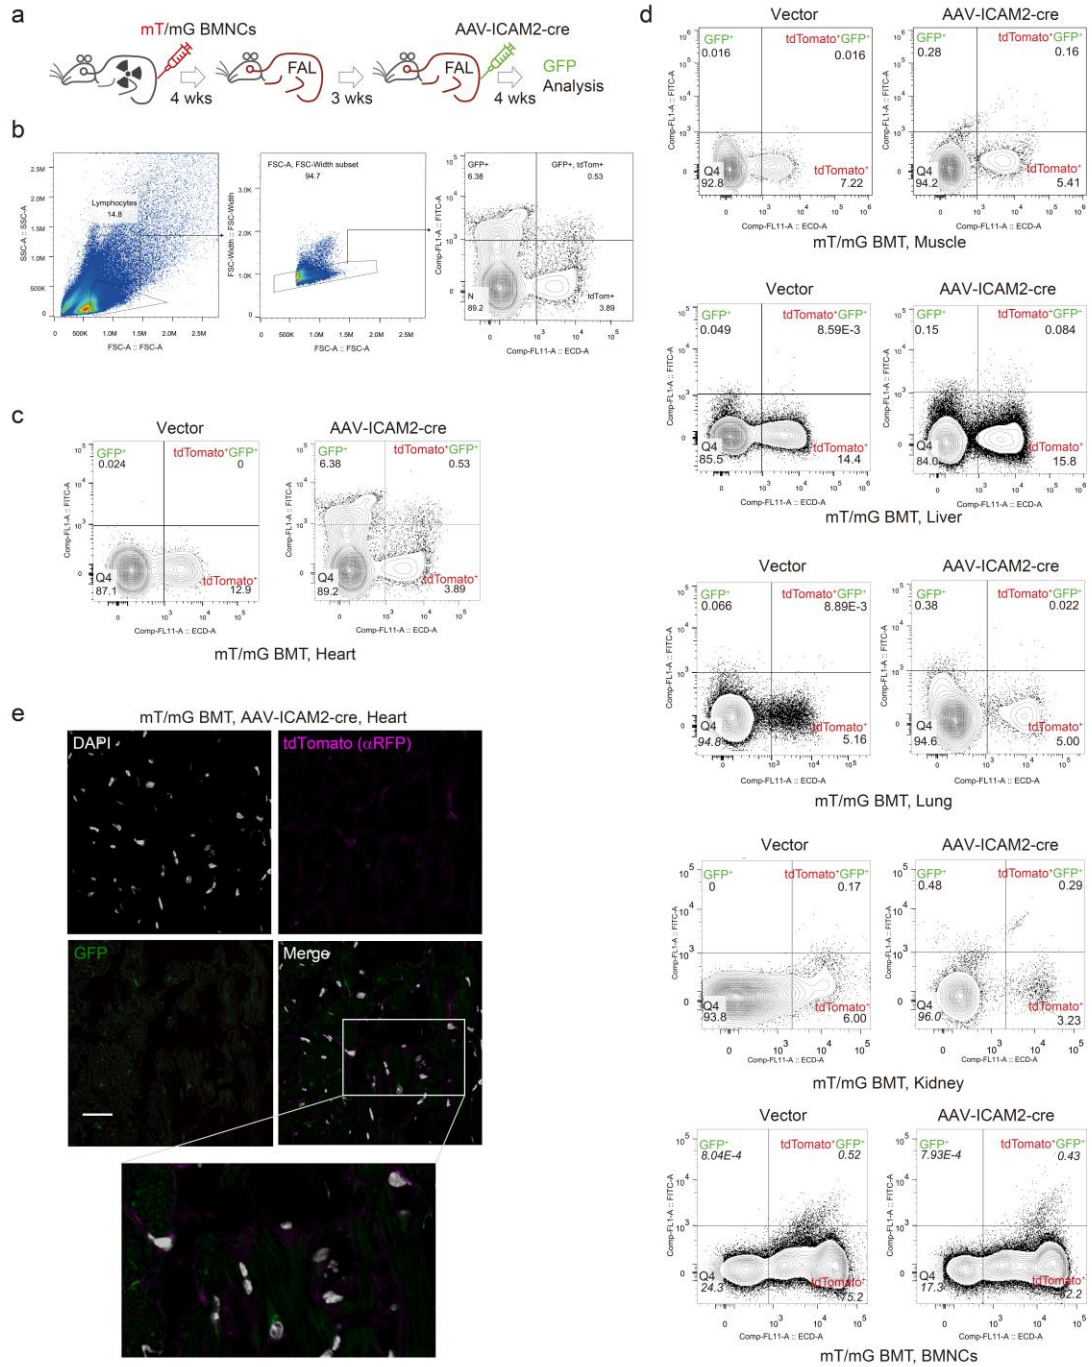

**Fig. S2** FACS and microscopy analysis of BMTed cell differentiation labeled by AAV-mediated Cre expression

(a) Schematic of lineage-tracing strategy: recipient mice were irradiated with X-rays and transplanted with BMNCs from ROSA<sup>mT/mG</sup> mice; after 4 weeks, the recipient mice were subjected to unilateral FAL; after another 3 weeks, the AAV1-ICAM2-cre particles were injected via tail vein. After 4 weeks, mice were euthanized and tissues were collected for flow cytometry analysis.

(b) FACS gating strategy

(c) FACS analysis of fluorescence cells in heart tissues from ROSA<sup>mT/mG</sup> BMTed mice, treated with AAV-ICAM2-cre or AAV particles. FITC, for GFP signals; ECD, for tdTomato signals.

(d) FACS analysis of fluorescence cells in muscle, liver, lung and kidney tissues from ROSA<sup>mT/mG</sup> BMTed mice, treated with AAV-ICAM2-cre or AAV particles. FITC, for GFP signals; ECD, for tdTomato signals.

(e) Representative fluorescence images showing donor derived GFP<sup>+</sup>, tdTomato<sup>+</sup> and GFP<sup>+</sup>tdTomato<sup>+</sup> cells in heart sections from ROSA<sup>mT/mG</sup> BMTed mice treated with AAV-ICAM2-Cre viral particles.

5 mice were analyzed.

Pseudocolor scheme used in immunofluorescent images: white represents the nucleus stain (DAPI), and magenta represents red signal (tdTomato(RFP) labelled with Alexa Fluor 594 conjugated antibodies).

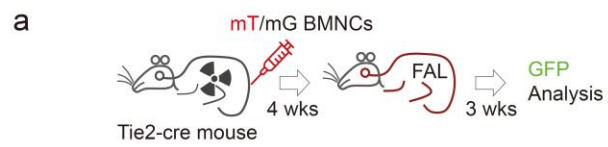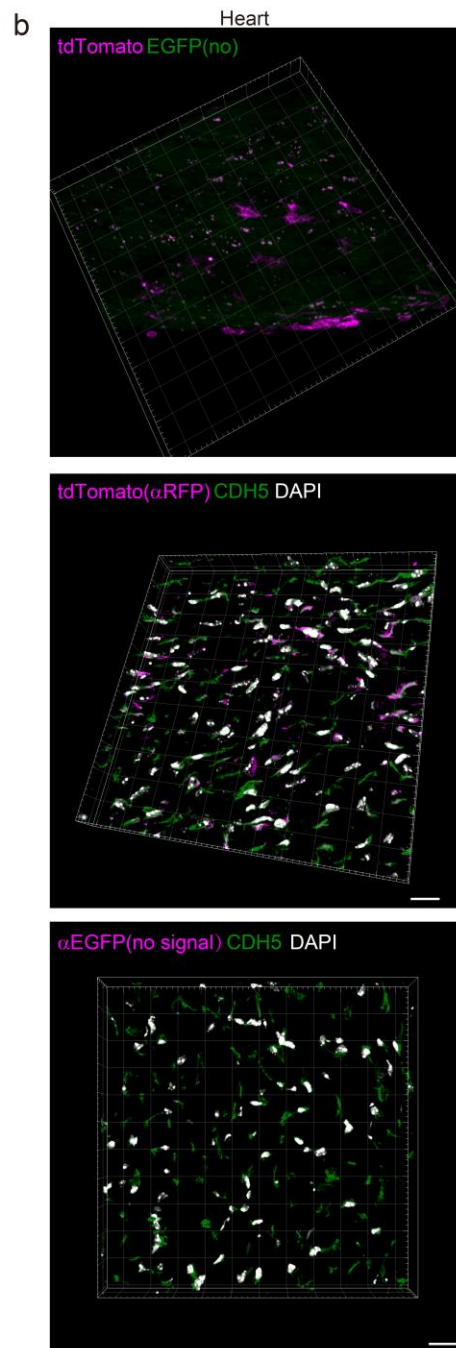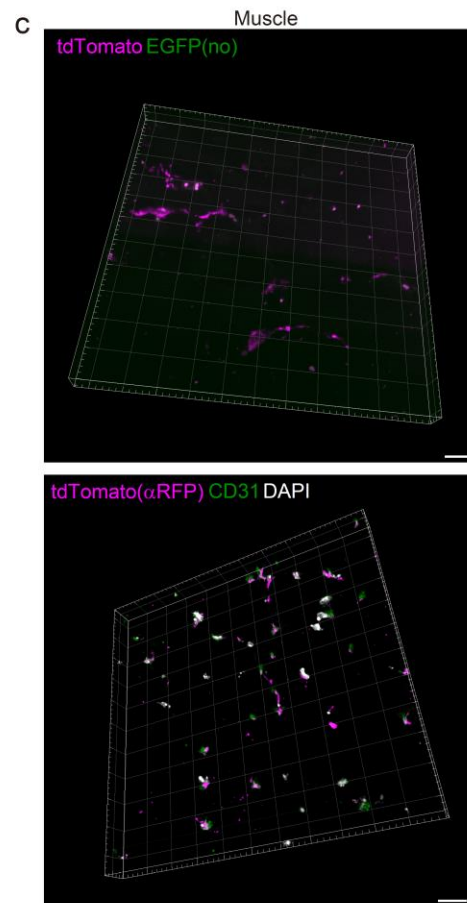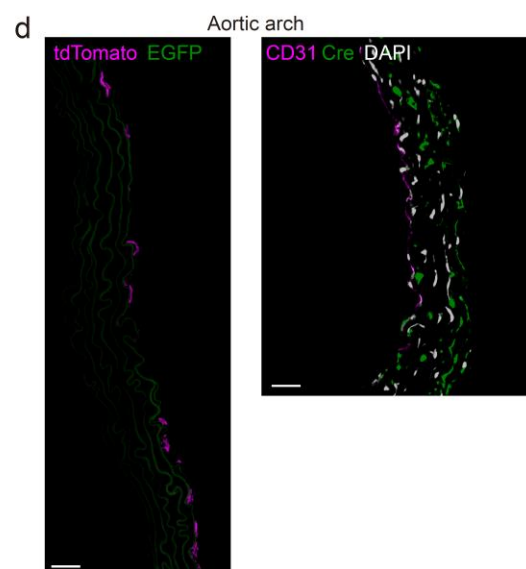

**Fig. S3** Donor and recipient cell fusion was excluded

(a) Schematic of lineage-tracing strategy: The Tie2-cre recipient mice were irradiated with X-rays and transplanted with BMNCs from ROSA<sup>mT/mG</sup> mice; 4 weeks after BMT, the recipient mice were subjected to unilateral FAL. Three weeks after FAL, the mice were sacrificed for investigation.

(b) Representative fluorescence images showing co-staining of anti-RFP (tdTomato) and EGFP (upper, no EGFP detected), anti-RFP and CDH5 (middle), and anti-EGFP and CDH5 (lower, no EGFP detected) in heart tissue isolated from irradiated recipient Tie2-cre mice BMTed with rosa26-mT/mG BMNCs. Scale bar, 20  $\mu$ m. 3 mice were examined.

(c) Representative fluorescence images showing co-staining of anti-RFP (tdTomato) and EGFP (upper, no EGFP detected) and anti-RFP and CD31 (lower) in muscle isolated from irradiated recipient Tie2-cre mice BMTed with ROSA<sup>mT/mG</sup> BMNCs. Scale bar, 20  $\mu$ m. 3 mice were examined.

(d) Representative images showing tdTomato and EGFP fluorescence (left, no EGFP detected) and co-staining of anti-cre and CD31 (right) in aortic arch of Tie2-cre mice BMTed with ROSA<sup>mT/mG</sup> BMNCs. Scale bar, 100  $\mu$ m. 3 mice were examined.

Pseudocolor scheme used in immunofluorescent images: white represents the nucleus stain (DAPI), and magenta represents red signal (tdTomato live fluorescence signal or labeled with Alexa Fluor 594 conjugated antibodies, EGFP/CD31 labelled with Alexa Fluor 594 conjugated antibodies).

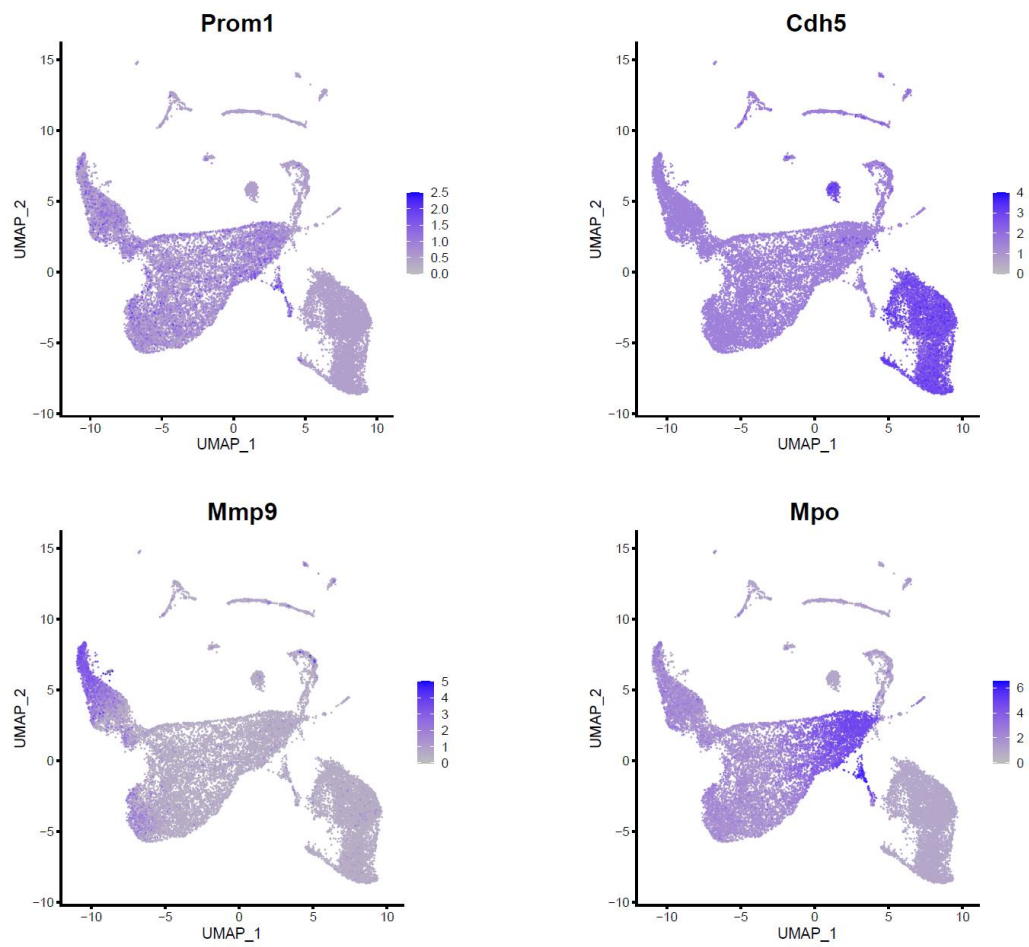

**Fig. S4** Gene expression profile in CD133<sup>+</sup> ELCs.

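*Cdh5* (ENSMUSG00000031871), the gene of VE-cadherin, lies on chromosome 8 of GRCm38 from 104101625 to 104144511, with the antisense gene *Gm29682* on its other strand. A total of 3 *Cdh5* UMIs were counted among the 95980225 UMIs of the control library. Of these, 2 lay in the 76 cells set aside as other blood cells and 1 in cluster 2. Clusters 1, 3 and 4 had 0 UMIs, which allows up to 0.251, 0.0800 and 0.283 CPM (exact 95% Poisson limit). The level of *Cdh5* was therefore at the limit of detection in all 4 clusters.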

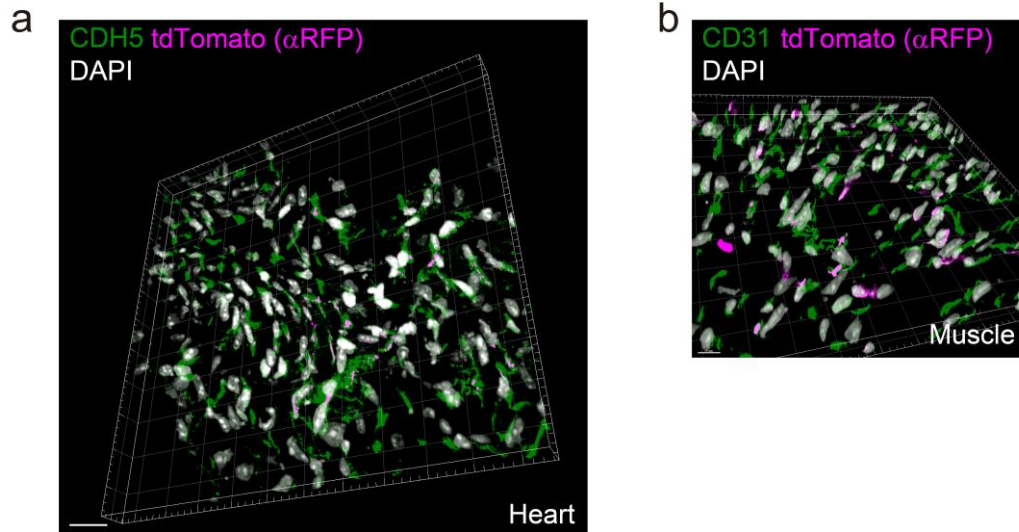

**Fig. S5 3D visualization of co-immunofluorescence-stained ECs**

**(a-b)** 3D visualization of co-staining for CDH5 and RFP (tdTomato) in heart (a) and CD31 and RFP in muscle (b). Scale bar, 20  $\mu$ m. 3 mice were examined.

Pseudocolor scheme used in immunofluorescent images: white represents the nucleus stain (DAPI), and magenta represents red signal (tdTomato(RFP) labelled with Alexa Fluor 594 conjugated antibodies).

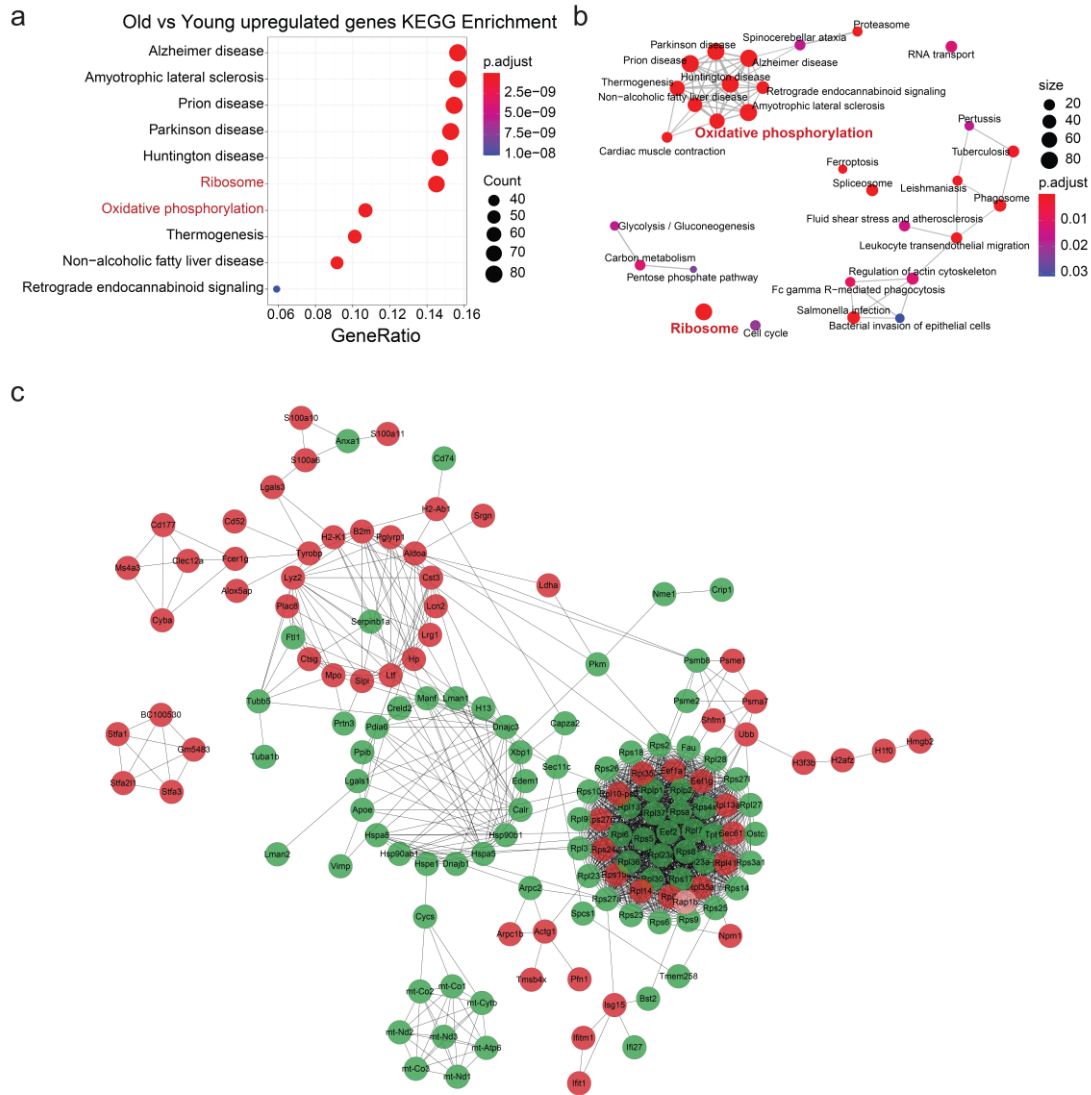

**Fig. S6** Pathway analysis of differentially expressed genes between young and old CD133<sup>+</sup> ELCs

(a) KEGG pathway enrichment of upregulated genes in old CD133<sup>+</sup> ELCs.

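Over all kept cells, 0 of the ribosomal and 0 of the nuclear oxidative phosphorylation genes listed by symbol reached 1.5 times higher in old CD133+ ELCs. Within the clusters, 39 ribosomal genes reached it in cluster 3 and 34 in cluster 4, with 0 in clusters 1 and 2. Of the nuclear oxidative phosphorylation genes, 1 reached it in cluster 3 and 1 in cluster 4, with 0 in clusters 1 and 2. Ribosomal protein genes made up 11.7% of the UMIs of young and 12.6% of those of old cells. Of the oxidative phosphorylation genes that the mitochondrial genome encodes, 12 had at least 10 CPM over the young and old libraries. These 12 genes had a median log2 ratio of -0.43, and 0 of them were higher in old cells. Their median stayed below 0 under each scaling, at -0.14 with UMIs per cell not scaled for depth and -0.29 with the clusters weighted equally. For *k* means clusters 1 to 4 it was -0.24, -0.37, -0.31 and -0.15, with 2, 0, 3 and 5 of the 12 genes higher in old cells.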

(b) Network diagram showing pathways with overlapping genes based on GO and KEGG enrichment analysis of upregulated genes in old CD133<sup>+</sup> ELCs.

(c) Protein-protein interaction network of top-200 differentially expressed genes in the ribosome and oxidative phosphorylation pathways enriched in (a) and (b).

Hypergeometric distribution methods are used to determine whether there is enrichment in the list of differentially expressed genes of known biological pathways. Use the Benjamini-Hochberg correction method to compute and adjust the positive p-values.

# Supplementary material for: CD133+ endothelial-like stem cells restore neovascularization and promote longevity in progeroid and naturally aged mice
**Source:** Nat Aging. 2023 Nov 9;3(11):1401–14. doi: 10.1038/s43587-023-00512-z
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Real-time PCR data were collected by BIO-RAD CFX Connect.  
Flow cytometry data were collected by FACS Aria II (BD bioscience, USA).  
Immunofluorescent images were collected by Zeiss LSM880 confocal microscope (Zeiss®Germany)  
The echocardiographic evaluation data were collected by Philips IU22 Ultrasound Machine (Royal Dutch Philips).  
The blood flow data were collected by dynamic microcirculation imaging system (Teksqray, Shenzhen, China).  
The bone density relevant data were collected by micro-CT scanning (Scanco Medical,  $\mu$ CT100).  
The fatigue resistance data were collected by a rotating-rod treadmill (YLS-4C, Jinan Yiyao Scientific Research Company, China).  
The single-cell libraries (10xGenomics, USA) were sequenced in a single-index customized paired-end format on the HiSeq 1500 system (Illumina, USA).

#### Data analysis

Excel (Microsoft 365 Family) and GraphPad Prism 9.2.0 software were used for statistical analyses.  
FlowJo\_v10 software was used for flow cytometry data analyses.  
Imaris Viewer x649.7.0 software was used for immunofluorescent images analyses.  
R (version 3.5 - 4.1.2) were used for sequencing data analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing datasets have been deposited to GEO which will be made available upon publication using the following accession code: GSE233944

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

The sample size was not statistically predetermined. The sample for q-PCR, IF analyses were harvested from at least three biological replicates and the sample size were chosen in agreement with common practice in the field (Wei Wang et al. 2021; Yi Bao et al, 2020; Stephanie P. et al., 2021). For in vivo animal studies, a minimum of 4 samples were included, and animals were randomly assigned to different experimental groups. The in vitro assay involved a minimum of 3 samples, each repeated 3 times. For the single cell-sequencing, we combined the BMNCs from 3 mice together for sequencing. The mixed individual sample setting for scRNA-seq is widely used (Maria Hurskainen et al. 2021; Inamul Kabir et al. 2023). For the echocardiographic evaluation, bone density determination, endurance running test and lifespan analysis, the sample size was determined on the sample availability (more is better) and the samples sizes were similar to those generally employed and accepted in the field (Burd, C.E. et al., 2013; Zhonghao Zhang et al., 2017). All sample sizes are shown in the figure legends or under the methods section of our manuscript, respectively.

Data exclusions

there is no any animals were excluded from the analyses for any reason.

Replication

All experiments were performed with at least three biological replicates and confirmed from more than two independent experiments.

Randomization

All the treated groups and control groups were randomly assigned, and the images were collected randomly from at least 5 fields for each section.

Blinding

In this study, the experimenter was blinded to the grouping of all mouse experiments.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

1. CD31, Abcam (ab7388), IF (1:150);
2. CDH5(VE-Cadherin), R&D systems (AF1002), IF (1:150);
3. RFP, Abcam (ab62341), IF (1:100);
4. F4/80, Abcam (ab6640), IF (1:100);
5. CD31-FITC, Biolegend (102506), Flow Cyt (1:1000);
6. CD31-PE, BD Bioscience (561410), Flow Cyt (1:1000);
7. CD133-APC, Biolegend (141208), Flow Cyt (1:100);
8. Myeloperoxidase-FITC, Abcam (ab90812), Flow Cyt (1:100);
9. MMP9-AF488, Abcam (ab194314), Flow Cyt (1:100);
10. prominin-1-biotin(CD133), Miltenyi Biotec (130-101-851 ), cell sorting(1:10).

## Validation

1. All these antibodies below are commercially available and all validated by the producers.  
CD31, Abcam (ab7388), IF (1:150);  
2. <https://www.abcam.cn/cd31-antibody-mec-746-ab7388.html>;  
CDH5(VE-Cadherin), R&D systems (AF1002), IF (1:150);  
3. [https://www.rndsystems.com/cn/products/mouse-ve-cadherin-antibody\\_af1002](https://www.rndsystems.com/cn/products/mouse-ve-cadherin-antibody_af1002);  
RFP, Abcam (ab62341), IF (1:100);  
4. <https://www.abcam.cn/rfp-antibody-ab62341.html>;  
F4/80, Abcam (ab6640), IF (1:100);  
5. <https://www.abcam.cn/f480-antibody-cia3-1-macrophage-marker-ab6640.html>;  
CD31-FITC, Biolegend (102506), Flow Cyt (1:1000);  
6. <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd31-antibody-377>;  
CD31-PE, BD Bioscience (561410), Flow Cyt (1:1000);  
7. <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-rat-anti-mouse-cd31.561410>;  
CD133-APC, Biolegend (141208), Flow Cyt (1:100);  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd133-antibody-7243?GroupID=BLG9240>;  
8. Myeloperoxidase-FITC, Abcam (ab90812), Flow Cyt (1:100);  
<https://www.abcam.com/fitc-myeloperoxidase-antibody-2d4-ab90812.html>;  
9. MMP9-AF488, Abcam (ab194314), Flow Cyt (1:100);  
<https://www.abcam.cn/alexa-fluor-488-mmp9-antibody-ep1255y-ab194314.html>;  
10. <https://www.biocompare.com/9776-Antibodies/7059102-Anti-Prominin-1-antibodies>;  
prominin-1-biotin(CD133), Miltenyi Biotec (130-101-851 ), cell sorting(1:10).

Antibodies No. 1 to 4 are used for immunofluorescence staining. Each antibody, upon its first use, is compared with an IgG control to confirm its efficacy. Antibodies No. 5 to 9 are utilized for flow cytometric analysis and sorting. Each antibody, when first used, is compared with an Isotype control to verify its efficacy. Antibody No. 10 is employed for cell sorting and, upon its initial use, is compared with an Isotype control to validate its effectiveness.

## Animals and other research organisms

Policy information about [studies involving animals: ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

The LmnaG609G/G609G mice, C57BL6/J background, 3-6 months, males and females  
Lmna<sup>fl</sup>/f;TC mice, C57BL6/J background, 8 months, males  
Tie2-cre mice, C57BL6/J background, 3-6 months, males  
ROSA-mT/mG mice, provided by Dr Jian Chen (Suchow University, China), C57BL6/J background, 3 months, males and females  
C57BL/6 mice, H11-mG/mR mice and Cdh5-cre/ERT mice, purchased from GemPharmatech Co., Ltd. (Jiangsu, China)  
C57BL6/J background, 3 months, males and females

## Wild animals

No wild animals were used in this study.

## Reporting on sex

With the exception of the male mouse model for premature aging, there was no gender preference in this study. Gender unity was attempted to the greatest extent possible within the same experiment in order to ensure the uniqueness of variables.

## Field-collected samples

This study did not involve any field-collected samples.

## Ethics oversight

Animal experiments were conducted in accordance with ethical and scientific protocols approved by the Committee on the Use of Live Animals in Teaching and Research of Shenzhen University, China.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

For BMNCs:

the mice were sacrificed by euthanasia, and the femora and tibiae were separated, cut open at the two ends, and placed in a 0.5-ml micro-centrifuge tube that had a hole drilled in the bottom. A 1.5-ml micro-centrifuge tube was used to nest the 0.5 ml tube, and the pair of tubes were centrifuged at 3000 × g for 15 sec. Red blood cells were removed by gradient density centrifugation at 450 × g for 30 min. BMNCs were resuspended in pre-cooled PBS supplemented with 1% FBS. After centrifuging at 450 × g and 4°C for 5 min, the cells were suspended in 600 µl MACS buffer for flow cytometry analysis.

For tissues:

After mice were euthanized, the tissues were perfused with pre-cold perfusion buffer, then cut into small pieces and put in digestion solution, 37 °C for 40 minutes. After digestion, the cell lysate passed through a 100 µm cell strainer and cells we collected were resuspended in MACS buffer for flow cytometry analysis.

#### Instrument

The flow cytometry was performed by FACS Aria II (BD bioscience, USA).

#### Software

FlowJo\_V10 software was used for flow cytometry data analyses.

#### Cell population abundance

~10% of bone marrow cells were identified as Cd133 positive bone marrow cells.  
 ~1% of bone marrow cells were identified as Cd133 and Mpo double positive bone marrow cells.  
 ~3% of bone marrow cells were identified as Cd133 and Mpo and MMP9 triple-positive bone marrow cells.

#### Gating strategy

Forward scatter area (FSC-A) and side scatter area (SSC-A) was used to sort for cells.  
 For sorting Cd133 positive bone marrow cells, the APC channel was used to gate based on the APC isotype labeled cell sample.  
 For sorting Cd133 and Mpo double-positive bone marrow cells, we employed an additional FITC channel to sort for Mpo positive bone marrow cells before APC channel selection.  
 For sorting Cd133 and Mpo and MMP9 triple-positive bone marrow cells, we employed an additional FITC channel to sort for Mpo and MMP9 positive bone marrow cells before APC channel selection.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

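Bone marrow CD133+ cells were sorted from mice and sequenced by the authors with the 10x Chromium 3′ kit, as 3 libraries that their labels call control, young and old, with cells of 3 mice pooled in each. The authors aligned the reads with STAR and counted UMIs with Cell Ranger, and the deposited matrices hold whole UMI counts of 27998 genes per cell, without normalization. The matrices held 10869, 8362 and 10597 cells, which are also the numbers of recovered cells in the paper. The paper mentions quality filtering beside the first number only. Cells above the mitochondrial limit of the methods were still in the matrices, so the limits were applied again. The genome build is named neither in the text of the paper nor in the files. Of the gene identifiers, 27645 were found in the GENCODE M21 annotation of GRCm38, from which positions were taken. Whether reads on the opposite strand were counted is not stated, so overlapping genes are named.

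Cells with fewer than 200 genes, with more than 20% mitochondrial UMIs, or outside the 5th to 95th percentile of the UMI count were removed. Counts were scaled to 10000 per cell and log-transformed for clustering only, for genes found in at least 3 cells. Leiden clusters at resolution 1 on 15 nearest neighbours were used to set aside groups that carried at least 3 markers of another blood cell type at 10 CPM or more and 10 times above the other cells. Marker lists covered promyelocytes, neutrophil precursors, maturing neutrophils, monocytes, dendritic cells, basophils and mast cells, eosinophils, B progenitors, plasma cells, NK and T cells, stem and progenitor cells, erythroid cells, macrophages, endothelial cells and mesenchymal cells. They were written before the data were examined, as were the rule for naming genes and the limits of size. The remaining cells were grouped by *k* means with 4 clusters, since the paper's results name *k* means and its methods the FindClusters function. This pipeline was the only one tried before the alternatives. Clusters needed at least 50 cells of each library for a ratio, a limit set after seeing the clusters.

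For a library or cluster, UMIs were summed over its cells and given per 1000000 UMIs (CPM). Intervals are exact at 95% (Poisson for sums, Clopper-Pearson for shares, conditional binomial for ratios of 2 sums). For medians of lists they come from 500 binomial redraws of the UMIs of each gene, and for clusters weighted equally from 500 Poisson redraws. They cover counting error only. The smallest and largest library of kept cells had 74708327 and 119588365 UMIs, and a count of 0 UMIs in the old library allows up to 0.0308 CPM by the exact interval. Because each condition is 1 library, no test was made and genes are counted by a limit of size of 1.5 times among genes with at least 10 CPM in either library. The genes named are those the paper names for these cells, those of the pathway around FDPS, sex-linked genes, and the 5 with the highest and the 5 with the lowest ratio among genes with at least 50 CPM in either library and the same direction in every cluster. Lists of ribosomal proteins (85 genes) and nuclear oxidative phosphorylation subunits (83 genes) were taken by symbol, and their exclusions were settled after the symbols and before any ratio were seen. Medians of lists were set against 10000 random lists drawn from the 100 genes nearest in mean expression to each member. Shares of cells with a UMI were thinned to 3000 UMIs per cell.

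As a check, sums of UMIs per gene were simulated for a young and an old library with 200 changed genes. The limit of size, the intervals and the random lists were applied to these sums. Filtering of cells, setting groups aside and clustering were not part of the check. The sums differed by the changed genes and by counting error only, so other differences between libraries are not covered. All 200 passed the limit in the right direction, 0 of 5311 unchanged genes passed it, and 95.2% of the intervals held the true ratio. A list of 10 raised genes lay at percentile 100 of the random lists. A first list of 80 unchanged genes lay at percentile 1.24, so that 200 such lists were drawn, of which 5 lay outside the middle 95% of the random lists. The alternatives changed the cell filter, doublets, number and kind of clusters, centring, scaling, cluster weights, thinning to 5000 UMIs per cell, the minimum of CPM and the limit of size. Thinning to 5000 UMIs left out 285 old, 782 young and 1108 control cells. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 with its Scrublet, leidenalg 0.10.2 and matplotlib 3.10.9 were used. Pseudo-time, the protein interaction network and the other experiments of the paper were not analysed here.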

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

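The test that divides the markers into 2 parts was chosen only after the results had been seen, and the limits for setting groups of cells aside were fixed after the groups had been seen. Markers of 6 other blood cell types (monocytes, dendritic cells, basophils and mast cells, B progenitors, NK and T cells, erythroid cells) made up 1837 CPM in the young library. They made up 329.9 CPM in the control library, whose label gives the same age. The result was singled out because the paper does not report on these transcripts in the young library and they lay above the control library. The paper's Fig. 5a does name monocyte, NK cell, basophil and B-progenitor groups among the young and old cells, mostly in the colour of young cells as read by eye, and its text gives no numbers per library. The most abundant markers of each type in the young library were *Hbb-bs* (366 CPM) and *Hba-a1* (299 CPM) of erythroid cells, *Prss34* (194 CPM) and *Mcpt8* (159 CPM) of basophils, *Cd74* (167 CPM) of dendritic cells, *Ms4a6c* (86.7 CPM) of monocytes, *Vpreb3* (29.1 CPM) of B progenitors and *Gzma* (17.5 CPM) of NK and T cells. The control library had them at 89.8, 70.2, 47.5, 37.8, 14.3, 5.58, 2.09 and 0.208 CPM in this order.

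Of these UMIs in the young library 80.9% lay in the cells set aside and 19.1% in the 4 clusters, but the groups were set aside by the same markers, so these shares alone do not decide between cells of other types and free RNA in the droplets. Every other gene of each list was therefore used to choose the 750 young cells with the highest share of such UMIs, as many as were set aside, and the UMIs of the remaining genes were counted. The chosen cells held 84.9% of these, and 85.4% with the 2 parts exchanged, against 8.72% and 8.61% of all UMIs. Free RNA would spread them over all cells, and the other cells held 15.1% at most, which argues against free RNA as the main source in this library. By group, 405 young cells were monocyte-like, 126 B-progenitor-like, 61 NK/T-like, 54 dendritic-like, 31 basophil-like, and 65 and 8 in 2 groups were erythroid-like. The old library had 64, 7, 1, 0, 4, 8 and 105 cells in these groups. The clusters of the control library held 67.4% of its marker UMIs, and of its erythroid marker UMIs 0.136% lay in the cells set aside, since no erythroid-like group was found there. What stays open is why the young library holds more of these cells. A different sorting gate, different mice and a different batch cannot be separated with 1 library each. Young and control libraries carry the same age, so the design names no condition for this difference and no biological explanation was tested.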

How the results depend on the processing

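Of the settings here, 2 were chosen after the values had been seen, the mevalonate list without a minimum of CPM and removal of cells with a Scrublet score above 0.25, the latter because Scrublet's automatic threshold marked 2 cells each in the control and young libraries and the removal planned with it was not run. No paired analysis was possible because each condition is 1 library of pooled cells. The log2 ratios of *Fdps*, *Tspo* and *Anxa1*, old over young, stayed above 0 under all alternatives, from 1.71 to 2.03, from 1.15 to 1.43 and from 0.85 to 1.28. In the cluster with the lowest ratio they stayed between 1.35 and 1.71, between 0.94 and 1.28 and between 0.30 and 1.03. The median of the ribosomal genes stayed between 0.076 and 0.38, and that of the mevalonate pathway between 1.02 and 1.74. Of the main results and their alternatives, 78 stayed within counting error or, for numbers of genes and cells, within 1.5 times, 65 moved further and 2 changed sign from a value whose interval lay on 1 side of 0. For the genes and lists named beside them these numbers were 226, 108 and 3, and among the 226 and 108 a further 16 changed sign from a value whose interval held 0. Unless stated otherwise, the cause was not tested.

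With UMIs per cell not scaled for depth, *Fdps*, *Tspo* and *Anxa1* had log2 ratios of 2.03, 1.43 and 1.28, and of 1.71, 1.28 and 1.03 in the cluster with the lowest ratio. By construction, this setting adds the higher depth of the old library to every ratio. Under it 596 genes were higher and 359 lower, the ribosomal median was 0.38, the mevalonate median 1.32, and the oxidative phosphorylation median changed sign, from -0.057 to 0.23. *Mki67* also changed sign, from -0.24 to 0.046. Control over young gave 0.75 for *Fdps*, 0.52 for *Tspo* and 0.12 for *Anxa1*. With median-ratio scaling, which sets the median log2 ratio of genes with at least 50 CPM to 0, the 3 genes had 1.79, 1.20 and 1.04, *Anxa1* had 0.39 in its lowest cluster, the ribosomal median was 0.14 and that of oxidative phosphorylation -0.0085.

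With the 4 clusters weighted equally, the 3 genes had 1.71, 1.18 and 0.85, 543 genes were lower, the ribosomal median was 0.20 and the mevalonate median 1.17. The oxidative phosphorylation median changed sign to 0.023, *Pecam1* from -0.31 to 0.89 and *Icam1* from -0.70 to 0.44. This setting leaves out the cells set aside, which held 176 of the 276 *Pecam1* UMIs of the young library. With each cell thinned to 5000 UMIs, *Tspo* had 1.16 and *Anxa1* 0.97, with 1.01 and 0.46 in their lowest clusters, and the ribosomal and oxidative phosphorylation medians were 0.076 and -0.097.

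Without trimming by UMI count, *Anxa1* had 0.99 and 0.53 in its lowest cluster, the ribosomal and oxidative phosphorylation medians were 0.13 and -0.037, and *Anxa1* had 0.13 in control over young. The share of *Mpo* UMIs in cluster 1 of the control library was 61.5% and that of *Mmp9* UMIs in cluster 4 was 65.7%. Endothelial markers had 10.8, 15.5 and 11.1 CPM in the control, young and old libraries. With percentiles within each library, *Fdps* had 1.80, *Anxa1* 0.98 and 0.53 in its lowest cluster, and the 2 medians were 0.16 and -0.029. With the Scrublet score, the *Mpo* share was 63.7% and the *Mmp9* share 64.7%.

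With 5 clusters by *k* means, the *Mpo* share was 55.1% and the lowest *Anxa1* ratio 0.30. With Leiden clusters at resolution 0.3, the shares were 4.81% for *Mpo* and 59.6% for *Mmp9*, the highest *Prom1* level was 4.32 times the lowest, and the lowest ratios were 1.13 for *Tspo* and 0.72 for *Anxa1*. Of these Leiden clusters some held between 0.585% and 97.9% old cells, so that several gave no ratio within a cluster. Without centring per library, the lowest *Anxa1* ratio was 0.44. The *Mpo* and *Mmp9* shares also depend on how many cells a cluster holds.

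A minimum of 50 CPM left fewer genes to count, 117 higher and 149 lower in old, and 32 higher and 93 lower in control over young. It also left 1 gene of the mevalonate list, *Fdps*, with 1.74. A ratio of 2 likewise admits fewer genes by construction, 102 higher and 263 lower in old, and 15 higher and 200 lower in control. Depth limits what can be said of *Cdh5* and *Kdr*, which had at most 37 and 9 UMIs in a library. In clusters 3 and 4 of the control library, thinned *Prom1* shares lay within the interval of the cells set aside. The same held for cluster 4 of the old library. Only 76 control and 189 old cells were set aside, so these wide intervals cannot decide whether the clusters differ from them. At the same depth, young clusters 3 and 4 had 10.2% and 9.42%. The 750 young cells set aside had 2.80% (1.74 to 4.25).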

Differences from the paper's values

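The paper reports 454 genes as upregulated and 90 as downregulated in old ELCs, from MAST with adjusted p-values. By the limit of 1.5 times between the 2 libraries, which is another measure, 251 genes were higher and 849 lower. For higher genes, UMIs per cell not scaled for depth gave 596, within 1.5 times of the paper's 454, and the other alternatives set before the data were examined gave between 102 and 283 and did not come within 1.5 times. For lower genes, none of the alternatives set before the data were examined came within 1.5 times of the paper's 90, with values between 149 and 901. Removal of cells by the Scrublet score, chosen after seeing the scores, gave 252 and 848.

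The paper states that oxidative phosphorylation was enriched among the genes that rose in old CD133+ ELCs, by a hypergeometric method on its differentially expressed genes. Medians over a whole list of genes, as given here, are another measure and do not test that enrichment. Of the 77 nuclear genes of oxidative phosphorylation listed here by symbol, 26 were higher in old cells, with a median log2 ratio of -0.057. Of the 12 genes encoded by the mitochondrial genome with at least 10 CPM over both libraries, 0 were higher over all kept cells, with a median of -0.43. By cluster, from cluster 1 to cluster 4, the numbers higher were 2, 0, 3 and 5, with every median below 0. The nuclear genes had a median above 0 with the 4 clusters weighted equally (0.023), and within clusters 1, 2 and 3 (0.037, 0.052 and 0.023). Their median was also above 0 with UMIs per cell not scaled for depth (0.23), which adds the depth of the old library to every ratio.

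As read by eye, the paper's Supplementary Fig. 4 colours *Cdh5* above 0 in cells across the map of CD133+ ELCs, and higher in a separate group of cells, but which colour stands for 0 there could not be checked. The control library held 3 *Cdh5* UMIs in 9780 kept cells.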

Other observations

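In this part the comparison of the control library with the young library, the mevalonate list without *Fdps* and without a minimum of CPM, and, for the 5 genes with the lowest ratio, the control comparison, the thinning and the shares of single genes in the cells set aside were tested only after the results had been seen. For the higher *Fdps*, *Tspo* and *Anxa1* in the old library, technical explanations were examined. With every cell thinned to 5000 UMIs the lowest of the 3 log2 ratios was 0.97. CPM are already scaled for depth, and thinning keeps the expected share of each gene within a cell. The thinning therefore could not decide whether the higher depth of the old library plays a part. Over the 4 clusters with equal weight the lowest ratio was 0.85, so other blood cells in the young library did not account for the higher levels. With the median of genes with at least 50 CPM at 0 the lowest was 1.04, which argues against a few abundant genes that take a different share of the UMIs. The 10 most abundant genes held 36.6% of young and 37.0% of old UMIs. A difference between libraries of 1 age stays open. The control library, labelled 3 months, was above the young library by up to 0.79 (*Fdps*), with 0.56 for *Tspo* and 0.16 for *Anxa1*, and the old library was above the control library by 0.95, 0.59 and 0.84. With 1 such pair of libraries the usual spread is unknown, and age, mice and batch cannot be told apart.

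*Fdps* belongs to the mevalonate and cholesterol pathway, of which 10 of the 16 listed genes had at least 10 CPM in the young or old library. These 10 were higher in the old library, with a median log2 ratio of 1.03, at percentile 100 of matched random lists, but several of them, such as *Sqle* with 2.76 CPM in the young library, reached 10 CPM in the old library alone, so the minimum favours genes that rise. Without it 15 of the 16 were higher, all but *Dhcr7* (-0.023), with a median of 1.08, at percentile 100. By cluster the median of the 10 was 1.11, 1.00, 1.31 and 1.66. Without *Fdps* the median of the other 9 was 0.99, again at percentile 100, and that of all 15 without a minimum 1.08, also at percentile 100, which is in line with a change of the pathway that *Fdps* shares. Apart from *Fdps*, the highest of the 10 were *Sqle* (2.44), *Cyp51* (1.43) and *Idi1* (1.36). Control over young also had 10 of 10 higher, with a median of 0.22 at percentile 99.96, and 99.8 without *Fdps*, so a high percentile is not particular to the old library. Old over control had a median of 0.76, so part of the difference lies between the 2 libraries labelled 3 months. Age remains an open and untested explanation.

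The 5 genes with the lowest ratio, old over young, include the interferon-stimulated genes *Isg15* and *Oasl2*. Their highest log2 ratio among the clusters was -3.45. The cells set aside held 37.5% of the young UMIs of the 5 genes together, a share that hides a difference between them. For *Ms4a4c* it was 87.4%, so cells of other types stay open as the main source of this gene, although its log2 ratio was -5.11 over the 4 clusters with equal weight, without these cells. For the other 4 genes it was 43.6% at most (*Ifi27l2a*), and their highest ratio over the 4 clusters with equal weight was -4.64, which argues against such cells as the main source. With cells thinned to 5000 UMIs the highest ratio of the 5 genes was -4.55. Thinning keeps the expected shares within a cell, so it could not decide whether depth matters for these genes. Their log2 ratio of control over young was -4.10 or lower, which indicates that the young library stands apart from both others for these genes. An interferon response in the young mice and a difference in handling are both open, and neither was tested.

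More widely, 91 genes were higher and 379 lower in the control than in the young library by the limit of 1.5 times. Of the genes higher and lower in old over young, 39 and 268 were also higher and lower in control over young. Both comparisons share the young library, so any feature of that library alone adds to these numbers. Old over control gave 294 higher and 480 lower genes, and 167 genes were higher and 275 lower in the old library than in both others. The median log2 ratio of genes with at least 50 CPM was -0.048 for old over young and -0.0046 for control over young.

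The 14 endothelial markers together had 10.0 CPM in the control library, 14.6 in the young and 10.4 in the old library. Of their UMIs, 2.19%, 35.9% and 2.25% lay in the cells set aside, in this order. Of the 960 such UMIs in the control library, 572 were of *Egfl7*, 150 of *Pecam1* and 113 of *Flt1*. Markers of neutrophil precursors had 134103, 124194 and 115488 CPM, those of promyelocytes 12817, 12787 and 9683, and those of maturing neutrophils 1355, 1792 and 3249. *Kdr*, the gene of VEGFR2, which the paper's discussion calls highly expressed in CD133+ ELCs, had 9 UMIs in the control, 9 in the young and 2 in the old library. In the young library, 29 of 37 *Cdh5* UMIs lay in the 54 dendritic-like cells.

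Other marker lists, in CPM of the control, young and old libraries, had 6.61, 18.2 and 0.569 for eosinophils, 240.4, 215 and 199.8 for plasma cells, 11.7, 48.9 and 6.19 for stem and progenitor cells, 40.2, 74.6 and 26.7 for macrophages, and 0.729, 1.16 and 0.510 for mesenchymal cells. In the young library, the cells set aside held 5.65%, 35.3%, 55.7%, 12.5% and 19.5% of the UMIs of these lists, in the same order. The plasma cell and macrophage totals each rest mainly on 1 gene. *Xbp1* held 20668 of 23074 plasma cell UMIs in the control, 10758 of 16037 in the young and 21335 of 23898 in the old library. *Vcam1* held 3203 of 3862, 3921 of 5574 and 2821 of 3193 macrophage UMIs in the same libraries. By list, the other blood cells of the young library had 711 (erythroid), 382 (basophil and mast), 285 (monocyte), 284 (dendritic), 131 (B-progenitor) and 43.8 (NK and T) CPM.

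Of the other genes named in advance, *Mpo* had a log2 ratio, old over young, of -0.81 and *Mmp9* of 1.02. Under the alternatives *Mpo* stayed between -0.85 and -0.52 and *Mmp9* between 0.48 and 1.53. Among the traits the paper lists for EPCs, *Ptprc* had 0.014, *Vcam1* -1.15, *Cd14* 1.97, *Cd34* -3.03, *Eng* -3.57 and *Mcam* 2.60, the last 4 from at most 6.56 CPM in either library. *Ceacam1* had 0.12, *Cdkn1a* 0.12 and *Ccnd1* -4.43, from 229 young and 17 old UMIs. With the 4 clusters weighted equally, *Vcam1* had -0.90, *Eng* -1.59, *Ceacam1* 0.0021, *Cdkn1a* 0.81 and *Ccnd1* -1.80. *Cdkn1a* had -0.080 with cells thinned to 5000 UMIs, and *Ptprc* lay between -0.079 and 0.30 under the alternatives. *Cdkn2a* had 12 young and 7 old UMIs, and *Il6* 16 and 0. *Xist* had 10, 5 and 8 UMIs in the control, young and old libraries, and the Y-linked *Eif2s3y* 2769, 2779 and 4278.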
